# GeneChip analysis of human embryonic stem cell differentiation into hemangioblasts: an *in silico *dissection of mixed phenotypes

**DOI:** 10.1186/gb-2007-8-11-r240

**Published:** 2007-11-13

**Authors:** Shi-Jiang Lu, Jennifer A Hipp, Qiang Feng, Jason D Hipp, Robert Lanza, Anthony Atala

## Abstract

**Background:**

Microarrays are being used to understand human embryonic stem cell (hESC) differentiation. Most differentiation protocols use a multi-stage approach that induces commitment along a particular lineage. Therefore, each stage represents a more mature and less heterogeneous phenotype. Thus, characterizing the heterogeneous progenitor populations upon differentiation are of increasing importance. Here we describe a novel method of data analysis using a recently developed differentiation protocol involving the formation of functional hemangioblasts from hESCs. Blast cells are multipotent and can differentiate into multiple lineages of hematopoeitic cells (erythroid, granulocyte and macrophage), endothelial and smooth muscle cells.

**Results:**

Large-scale transcriptional analysis was performed at distinct time points of hESC differentiation (undifferentiated hESCs, embryoid bodies, and blast cells, the last of which generates both hematopoietic and endothelial progenies). Identifying genes enriched in blast cells relative to hESCs revealed a genetic signature indicative of erythroblasts, suggesting that erythroblasts are the predominant cell type in the blast cell population. Because of the heterogeneity of blast cells, numerous comparisons were made to publicly available data sets *in silico*, some of which blast cells are capable of differentiating into, to assess and characterize the blast cell population. Biologically relevant comparisons masked particular genetic signatures within the heterogeneous population and identified genetic signatures indicating the presence of endothelia, cardiomyocytes, and hematopoietic lineages in the blast cell population.

**Conclusion:**

The significance of this microarray study is in its ability to assess and identify cellular populations within a heterogeneous population through biologically relevant *in silico *comparisons of publicly available data sets. In conclusion, multiple *in silico *comparisons were necessary to characterize tissue-specific genetic signatures within a heterogeneous hemangioblast population.

## Abstract 2

Transcriptional profiling of human embryonic stem cells differentiating into blast cells reveals that erythroblasts are the predominant cell type in the blast cell population. In silico comparisons with publicly available data sets revealed the presence of endothelia, cardiomyocytes and hematopoietic lineages.

## Background

The establishment of human embryonic stem cells (hESCs) raised the possibility of being able to treat/cure many human diseases that are nowadays untreatable. This therapeutic potential, however, largely relies on the efficient and controlled differentiation of hESCs towards a specific cell type and the generation of homogeneous cell populations. Many differentiation protocols utilize the formation of progenitors through a stepwise approach. Thus, characterizing and understanding mixed populations of progenitor stages will be of increasing importance in stem cell research.

hESCs have been shown to be able to differentiate into a variety of cell types, including hematopoietic precursors and endothelial cells, *in vitro *under various culture conditions [1-9]. Hemangioblasts are the precursors of both hematopoietic and endothelial cells [10]. The existence of hemangioblasts was first demonstrated using an *in vitro *differentiation system of mouse ESCs. Replating of embryonic bodies (EBs) of mouse ESCs resulted in the formation of blast colony forming cells (BL-CFCs), which possessed hemangioblastic characteristics: BL-CFCs generated both hematopoietic and endothelial cells upon transfer to appropriate conditions [11,12]. Cells with hemangioblastic characteristics have been reported in both mouse and human adult tissues [13-18]. In an hESC system, Wang *et al*. [3] found that a fraction of a percent (0.18%) of CD45^neg^FVP cells with hemangioblast-like properties in hESCs derived from EBs. Zambidis *et al*. [8] demonstrated the formation of multi-potential colonies from hEBs, although it is unclear whether these colonies can be expanded and/or whether they have any functional activity *in vivo*. Umeda *et al*. [19] also identified the presence of CD34+/KDR+ bipotential cells in non-human (*Cynomolgus*) ESCs. Kennedy *et al*. [20] recently reported the generation of BL-CFCs from hESCs. However, the rarity of the cells with hemangioblast properties both from adult tissues and from ESC systems precluded comprehensive analysis of gene expression and comparison with other populations.

We have recently developed a two-step strategy that can efficiently and reproducibly generate blast colonies (BCs), the human counterparts of BL-CFCs, from hESCs [21]. These BC cells expressed gene signatures characteristic of hemangioblasts, and could be differentiated into multiple hematopoietic cell lineages as well as endothelial cells. When the BC cells were injected into animals with spontaneous type II diabetes or ischemia/reperfusion injury of the retina, they homed to the site of injury and showed robust reparative function of the damaged vasculature. The cells also showed a similar regenerative capacity in NOD/SCID β2-/- mouse models of both myocardial infarction (50% reduction in mortality rate) and hind limb ischemia, with restoration of blood flow in the latter model to near normal levels, demonstrating the functional properties of hemangioblasts *in vivo *[21]. In contrast to previous studies, these cells could be readily obtained in large scale, which allowed us to perform comprehensive analysis of gene expression in these cells and compare this with other cell populations from which the BC cells originated.

Microarrays assess the total amount of RNA in a population and can be influenced by a predominating cell type. Variation in the homogeneity of the population can influence the number of genes identified as differentially expressed. Here, we show how comparisons to publicly available tissues *in silico *can identify differentially expressed genes representative of the various cell types within a heterogeneous population.

In the current study, we analyzed the global gene expression profiles with robust multi-chip average (RMA) normalization to provide a relative value of gene expression between two samples. The first analysis consisted of direct comparisons with ESCs and their derivates (EBs and BCs). Genes enriched in BCs relative to hESCs revealed a genetic signature indicative of erythroblasts, suggesting that erythroblasts are the predominant cell type in the BC population. The next analysis consisted of multiple but biologically meaningful *in silico *comparisons to publicly available data sets that identified other progenitor cell types within the BC population. The significance of this microarray study is in its ability to assess and identify heterogeneous cellular populations through biologically relevant *in silico *comparisons.

## Results

### Strategy

Microarrays assess the total amount of RNA in a population and can, therefore, be influenced by a predominating cell type. Variations in the homogeneity of the population can influence the number of genes identified as differentially expressed, especially if both populations are relatively homogeneous. Here, we show how comparisons to publicly available tissues *in silico *can identify differentially expressed genes representative of the various cell types within the heterogeneous population of BCs.

We describe our method of assessing heterogeneous samples in three levels of analysis. The first level consists of making direct comparisons within the ESCs and their differentiated derivatives (EBs and BCs). 

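Undifferentiated ESCs, EBs at day 3.5 and BCs at day 9.5 of the established hESC lines H1 (marked as GFP cells at all 3 stages) and H9 were profiled on HG-U133 Plus 2.0 arrays, with 1 array per line and stage (6 arrays, n = 2 per stage). The EBs were grown with BMP4 and VEGF (50 ng/ml each), and further factors, among them SCF and FLT3 ligand (20 ng/ml each) and a HOXB4 fusion protein, were added at 48 h. Their dissociated cells were then expanded for 6 days into BCs. The authors deposited log2 RMA values of 54675 probe sets, which summarise and quantile-normalize the probe intensities of all arrays together. These values were compared between stages with limma. A probe set was called up-regulated or down-regulated where B, the log odds of differential expression, was over 0, the threshold that the methods state. Each SD is the spread between H1 and H9, so line and culture are not separated, and the number of arrays limits the precision. The H1 BC array had a narrower spread of values than the others, termed its narrow range below, though its extremes (2.1 and 14.1) were like theirs. Its SD over probe sets was 1.51 on the log2 scale, against 1.82 to 1.88 on the other 5 arrays, and 1328 of its probe sets lay above 8, against 3007 to 3513. Across probe sets, which are not independent replicates, the correlation between the lines was 0.976 in ESCs, 0.974 in EBs and 0.907 in BCs. The 9 measured genes of a list of 12 housekeeping genes had a median EB to BC change of -1.29 in H1 and -0.03 in H9, and 22 cell cycle genes had -1.49 and -0.17. No member of either list was called in that comparison by limma at B over 0 with all 6 arrays, nor when adjusted over the list alone. Without BC replicate H9 the housekeeping median was -1.33 and the cell cycle median -1.35. Without BC replicate H1 they were 0.09 and -0.26. A fit without a BC replicate rests on 1 BC array and takes no spread from BCs. Calls from such a fit in comparisons with BCs, where given below, are therefore not replicated. The shift of the housekeeping list had a camera adjusted p = 0.19 (0.63 with an estimated correlation), and that of the cell cycle list a camera adjusted p = 0.00046 (0.53 with an estimated correlation, and 0.65 after cyclic loess). After cyclic loess the median of the housekeeping list over both lines was 0.44, against -0.54 as deposited.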

The advantage of this technique is that it provides a kinetic-like relationship of changes in gene expression upon differentiation. The second level of analysis consists of indirect comparisons to a baseline, or reference tissue. Breast epithelium was chosen as a reference tissue because it represents a genetically distinct cell type that BCs are not capable of differentiating into. ESCs, EBs, and BCs were compared to breast epithelial tissue and differentially expressed genes were compared and contrasted to each other. Because genes that are up-regulated in BCs when compared to breast epithelia could represent those that are under-expressed in breast tissue, we removed those that were also up-regulated in a genotypically similar but different cell type (hESCs), when compared to breast epithelia.

The third level of analysis consists of comparing BCs to tissues they are capable of differentiating into as a way to mask that cell type's 'genetic signature' and reveal signatures of the more minor cell types. Samples were chosen based on type of GeneChip and their public availability - leukocytes, and endothelial and stromal cells. These biologically relevant comparisons identified tissue specific genetic signatures that would have otherwise been missed in the level I and II analyses.

The reliability of the microarray data generated from our multi-comparison analysis is demonstrated by the consistent identification of a set of genes among multiple comparisons, of which a subset of genes were confirmed by immunocytochemistry (Table 1) and RT-PCR (Figure 1). To summarize, comparing BCs to leukocytes identified genes involved in vasculogenesis, to endothelial cells identified genes involved in hematopoiesis, and to stromal cells identified genes involved in heart development.

**Table 1:** Characterization of hESCs and BCs by immunocytochemistry and Affymetrix arrays

		Level I	Level II	Level III		
				
	IC	BC direct	Epithelium	Leukocytes	Endothelium	Stromal
GATA1	+	+	+	+	+	+
GATA2	+	+	+	--	--	--
CD71	+	+	+	+	--	+
EPO-R	+	--	+	+	+	+
TPO-R	+	--	--	--	--	+
LMO2	+	+	+	+	--	+
β-Catenin	+	--	--	--	--	--
EGR1	+	--	--	--	--	--
Integrin α4	+/-	--	--	--	--	--
Integrin β1	+/-	--	--	--	--	--
VE-cadherin	--	--	--	+	--	--
E-cadherin	--	--	--	--	--	--
KDR	--	--	--	--	--	--
PECAM (CD31)	--	--	--	+	--	--
CD34	--	--	--	+	--	--
CD41	--	--	CD41b	--	CD41b	CD41b
CD43	--	--	--	+	+	+

The reliability of the microarray data generated from our multi-comparison analysis is demonstrated by the consistent identification of a set of genes among multiple comparisons, of which a subset of genes were confirmed by immunocytochemistry. For immunochemistry (IC): +, moderate to strong staining; -, negative staining; +/-, very weak staining. 

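Of the markers in Table 1, 16 were analysed here. From ESCs to BCs, the hematopoietic transcription factors GATA1, GATA2 and LMO2 rose (3 of 16), and from EBs to BCs GATA1 and the transferrin receptor TFRC (CD71) rose (2 of 16). GATA1 was 5.64-fold higher in BCs than in ESCs on 1 probe set (limma adjusted p = 0.06). Its representative probe set was not called with all 6 arrays (5.11 to 6.46 in H1 and 5.59 to 7.83 in H9). Markers of blood and endothelial cell surfaces other than TFRC were not called in either comparison with all 6 arrays and the main settings. With an intensity trend in the variances, the integrin ITGA4 was called on 1 probe set. Its changes were 1.13 from EBs to BCs (B = 0.1) and 1.16 from ESCs to BCs (B = 0.26). The ESC to BC values were 6.56-fold for PECAM1 (CD31), 6.39-fold for CDH5 (VE-cadherin), 2.45-fold for CD34 and 2.93-fold for ITGA2B (CD41), with SDs between the 2 lines in BCs of 1.57, 1.5, 0.52 and 1.06 on the log2 scale. Fits without a BC replicate rest on 1 BC array, so only their log2 changes are given. Without BC replicate H1, the array of narrow range, they were 3.82 for PECAM1 and 3.74 for CDH5 in that comparison. ITGA2B had 2.3 and KDR 1.6. From EBs to BCs they were 3.72 for PECAM1, 2.84 for CDH5 and 2.27 for ITGA2B. Without BC replicate H9, the ESC to BC changes were 1.62 for CDH5, 2.3 for EPOR on another probe set and 2.04 for TFRC. The epithelial cadherin CDH1 had -5.82, and KDR had -2.25 from EBs to BCs. For the immediate early transcription factor EGR1 the value was 17.7-fold (adjusted p = 0.17, B = -0.77). It was called with the cell line as a block (B = 2.12, adjusted p = 0.052). The erythropoietin receptor EPOR had a difference of 0.33 on the log2 scale (adjusted p = 0.62). The VEGF receptor KDR (-0.53 in H1 and 1.58 in H9) and the integrin ITGB1 (-1.01 in H1 and 0.99 in H9) ran in opposite directions in the lines, a difference that was not tested.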

For Affymetrix arrays:+, detected as up-regulated in BCs; --, not detected as up-regulated in BCs.

**Figure 1:**
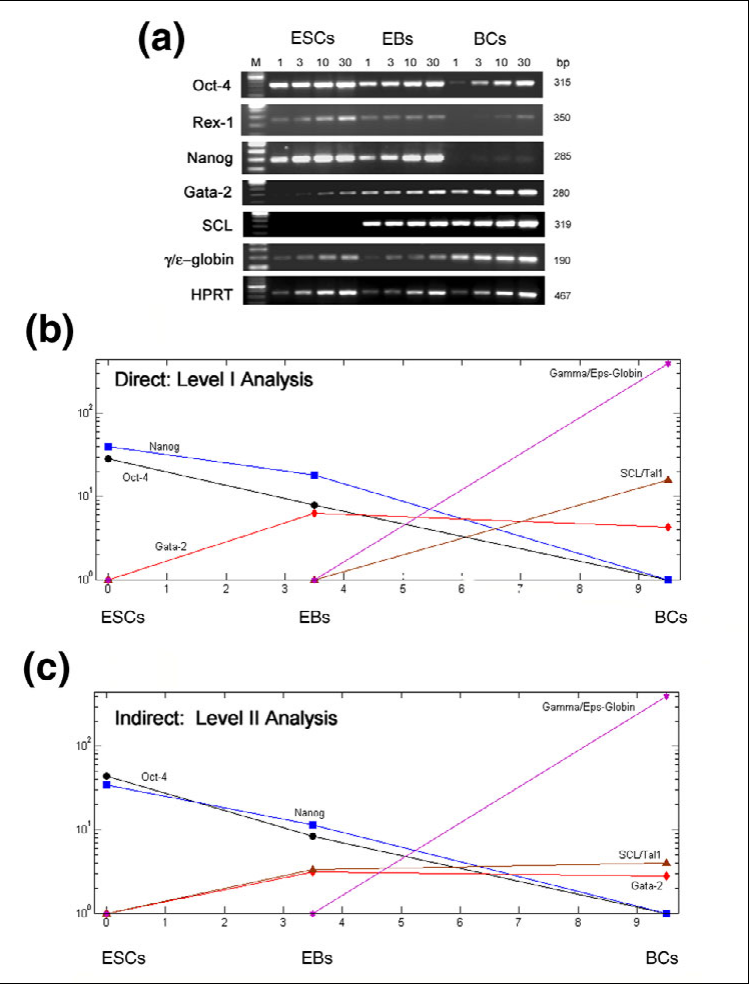
Validation of differentially expressed genes by RT-PCR in human ESCs, EBs and BCs. **(a) **Total RNA from human ESCs, EBs and BCs was used to construct cDNA pools, and the expression of genes was examined by semi-quantitative PCR. The number at the top of each lane indicates the amount (microliters) of cDNA used in the 50 μL PCR reaction. M = 100 bp DNA ladder. **(b) **Direct and **(c) **indirect analysis of differentially expressed genes matched the expression patterns obtained by RT-PCR. The fold change data are presented on the y-axis using logarithm-base-10.

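In the direct comparisons behind Fig. 1b, embryonic and fetal globin transcripts, which carry oxygen in primitive and fetal red cells, rose the most. The called γ- and ε-globin probe sets were on average 662-fold higher in BCs than in EBs (SD of the means of the 2 lines 91.7). Their BC values lie near the highest values of the arrays (13.94 to 14.16) and their EB values near the array medians, so the range of the arrays limits this fold. The pluripotency factor NANOG fell in both lines from ESCs to BCs, by 5.27 on the log2 scale in H1 and by 5.35 in H9. OCT4, measured by 1 probe set shared with its pseudogenes, fell by 5.21 in H1 and by 4.49 in H9. TAL1/SCL, a transcription factor that blood formation requires, rose on 2 of its 4 probe sets, with a mean of 16.6-fold. GATA2, a transcription factor of blood progenitors, rose by 2.54 on the log2 scale from ESCs to EBs in H1 and by 2.80 in H9.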

### Level I analysis

#### Genes down-regulated upon differentiation of ESCs into EBs and BCs

We began our data analysis by verifying the expression of 'stemness' genes that are down-regulated in ESCs upon differentiation into EBs and BCs. 

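From ESCs to day 3.5 EBs, 87 probe sets naming 62 genes fell (limma, B over 0), each in both lines, with a median fold of 4.4. The lines are the only replicates, so a call selects probe sets that move alike in both. The shared direction, here and in each later count, is therefore no separate evidence. Large falls were those of DCLK1, a microtubule-associated kinase (38.8-fold), USP44, a deubiquitinase (17.6-fold), FOXD3-AS1, an antisense RNA (12.9-fold), POLR3G, a subunit of RNA polymerase III (9.81-fold), and the Wnt receptor FZD5 (8.72-fold). Of 30 genes listed for pluripotency, 26 were measured, with a median change of -1.52 on the log2 scale (-1.88 in H1 and -1.3 in H9). SOX2, DNMT3B, LEFTY1, NODAL and GAL fell and none rose (5 called, and 13 when adjusted over the list alone). The list lay below other genes (camera adjusted p = 1.6e-17, and adjusted p = 0.13 with an estimated correlation). The paper names these called genes as falling, so the list's direction is not independent evidence, here or in the later comparisons. At an adjusted p under 0.05, limma called 3 of the 87, and with the cell line as a block it called 0 (1486 fell at an unadjusted p under 0.05, and the lowest adjusted p was 0.074). The count at B over 0 was 0 without ESC replicate H1 (642 at an unadjusted p under 0.05), 22 without EB replicate H1, 19 without EB replicate H9, 50 without ESC replicate H9, and 156 without either BC replicate.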

We identified 87 genes that were down-regulated upon differentiation into EBs. Genes with the highest fold change include *SOX2, LEFTY1, GAL, NODAL, OCT4*, and *THY1*, which play a critical role in maintaining the undifferentiated status of ESCs [22-24]. 

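All 6 of these genes fell from ESCs to EBs. SOX2, a transcription factor of the undifferentiated state, went from 9.84 ± 0.11 to 5.21 ± 0.53 (log2, SD, n = 2), which is 24.8-fold (log2 change -4.63, standard error 0.29, limma adjusted p = 0.045). LEFTY1, a secreted inhibitor of NODAL signaling, fell 16.9-fold (adjusted p = 0.069), and GAL, the neuropeptide galanin, fell 7.88-fold (adjusted p = 0.089). NODAL, a ligand of the TGF-β family, fell 5.94-fold on the brighter of 2 called probe sets (adjusted p = 0.096). OCT4 went from 10.8 ± 0.51 to 8.93 ± 0.15, a 3.65-fold fall (adjusted p = 0.2, B = 0.21). That call was lost with the cell line as a block (B = -0.36, adjusted p = 0.24). THY1, a surface glycoprotein, fell on 2 of its 3 probe sets (3.65-fold, adjusted p = 0.13, and 3.49-fold, adjusted p = 0.2). The second of these calls was also lost with the block (B = -0.15, adjusted p = 0.22). The brightest THY1 probe set was not called (log2 change -1.35, B = -2.32), except with only the 4 arrays compared (B = 1.31) and without either BC replicate.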

To uncover enriched processes, data sets were analyzed by DAVID, a web-based tool that identifies over-represented biological themes in a data set based on their Gene Ontology (GO) terms. GO provides consistent descriptions of genes in terms of biological processes and molecular function. When these genes were clustered with DAVID based on their GO terms, processes involved in development, cell differentiation, and proliferation were identified. The genes identified in the development ontology were *DNA methyltransferase 3B*, *FGF2, THY1, SFRP2, LEFTY1, GREM1*, and *NODAL *(Additional data file 3).

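A called probe set fell from ESCs to EBs for each of the 7 genes. DNMT3B, a de novo DNA methyltransferase, went from 11.3 ± 0.38 to 8.49 ± 0.40 (log2, SD, n = 2), a 7.03-fold fall (standard error 0.31 on the log2 scale, limma adjusted p = 0.1). FGF2, a growth factor that maintains hESCs, fell 7.29-fold on 1 probe set (adjusted p = 0.069), while its brightest probe set was not called (log2 change -1.90). SFRP2, a secreted modulator of Wnt signaling, fell 9.27-fold and 5.38-fold on its 2 probe sets (adjusted p = 0.069 and 0.085). GREM1, a secreted BMP antagonist, fell 3.18-fold on 1 probe set with B = 0.03 (adjusted p = 0.21), a call that was lost with the cell line as a block (B = -0.6, adjusted p = 0.26).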

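From ESCs to BCs, 266 probe sets naming 193 genes fell (limma, B over 0), each in both lines, with a median fold of 6.23. Of these, 93 passed an adjusted p under 0.05, and with the cell line as a block 66 falling probe sets did. The noncoding RNA LINC00458 fell 95.9-fold, the host transcript of the microRNA MIR302B 76.9-fold, the RNA-binding protein gene L1TD1 70.2-fold, and the pluripotency-associated gene DPPA4 33.7-fold. ZIC2, a neural transcription factor, fell 45.1-fold and TUBB2B, a neuronal β-tubulin, 46.9-fold. Of the 26 measured pluripotency genes, 13 fell and none rose at B over 0 (22 fell when adjusted over the list alone), with a median change of -3.2 on the log2 scale, -3.54 in H1 and -2.57 in H9 (camera adjusted p = 1.6e-22, and adjusted p = 0.13 with an estimated correlation). Among 7 metallothioneins, which bind metals and were picked from the study's own tables, so that their direction is not independent evidence, MT1F fell 8.32-fold and MT1H 7.48-fold (2 called, and 6 when adjusted over the list alone). The metallothionein list had a median change of -2.77 (camera adjusted p = 7.1e-06, and adjusted p = 0.2 with an estimated correlation). The count of 266 was 104 without ESC replicate H1 and 1599 without BC replicate H9, which leaves the H1 array of narrow range as the only BC array.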

We also identified 267 genes that were down-regulated upon differentiation of ESCs to BCs. These genes include *GAL*, *TDGF*, *NANOG*, *LEFTY1*, and *OCT4*, most of which are stemness genes [22-24]. 

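All 5 genes fell from ESCs to BCs. GAL had the largest fall, 76.7-fold (log2 change -6.26, standard error 0.31, limma adjusted p = 0.0057). TDGF1, now named CRIPTO, encodes a NODAL co-receptor. It went from 11.46 ± 0.05 to 5.63 ± 0.57 (log2, SD, n = 2), a 56.9-fold fall (adjusted p = 0.021), on a probe set that also matches the copy CRIPTO3. NANOG went from 9.18 ± 0.07 to 3.87 ± 0.12, a 39.7-fold fall (adjusted p = 0.0022), on 1 probe set, while its other probe set, the brighter on average, was not called (log2 change -0.83). LEFTY1 fell 29.2-fold and OCT4 28.8-fold (adjusted p = 0.021 and 0.0086). SOX2 fell 52.8-fold (adjusted p = 0.006).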

When genes were clustered with DAVID using their GO terms, the processes included development, cell differentiation, and morphogenesis (Additional data file 4). These data demonstrate that *OCT4*, *NODAL*, *GAL*, and *THY1 *are initially down-regulated in stage 1 (ESCs→EBs) and are further down-regulated in stage 2 (EBs→BCs).

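OCT4 and GAL fell in both stages. From EBs to BCs, OCT4 fell by 2.98 on the log2 scale, 7.89-fold (limma adjusted p = 0.053), and GAL by 3.28, 9.73-fold (adjusted p = 0.053), after their falls from ESCs to EBs. NODAL and THY1 fell in the first stage and were not called in the second by limma. The EB to BC changes of the NODAL probe sets called in the first stage were -0.24 and 0.18 on the log2 scale (adjusted p = 0.71 and 0.66) and that of its other probe set 0.57 (adjusted p = 0.53), and those of the 3 THY1 probe sets were -0.3, -0.06 and -0.53 (adjusted p = 0.64, 0.94 and 0.52). Over all probe sets, 10 fell in both stages, and among their 7 named genes or groups are SFRP2 and the proteoglycan GPC4. Independent lists of these sizes would share 0.29. Both stages use the same EB arrays, so their calls are not independent. The count was 0 without ESC replicate H1, where no probe set was called from ESCs to EBs by limma, 3 without EB replicate H1, 2 without EB replicate H9 and 27 without BC replicate H9.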

#### Genes up-regulated upon differentiation of ESCs into EBs

While the focus of this paper is to evaluate the pathways involved in hemangioblast differentiation, we begin by identifying those genes that were up-regulated in the early stage of differentiation into EBs (day 3.5) from which BCs were derived [21]. We identified 128 genes that were up-regulated upon differentiation of ESCs into EBs (Additional data file 5). These genes include *HAND1*, *WNT5*, *HEY1*, *LMO2*, *BMP4*, *TBX3*, and *MYL4*. 

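From ESCs to EBs, 126 probe sets naming 99 genes rose (limma, B over 0), each in both lines, with a median fold of 6.07. The largest rises were those of HAPLN1, a link protein of the extracellular matrix (299-fold), and HAND1, a transcription factor of cardiac and extraembryonic mesoderm. PRTG, an early developmental surface protein, rose 66.5-fold, the homeobox gene MSX1 37.6-fold, the Wnt inhibitor TMEM88 28.8-fold, the progenitor transcription factor ISL1 22.2-fold and the apelin receptor APLNR 21.3-fold. Of 24 measured genes listed for the primitive streak and early mesoderm, WNT5A, HAND1, FOXF1, BMP4, APLNR and ISL1 rose and none fell (6 called, and 10 when adjusted over the list alone), with a median change of 0.75 (camera adjusted p = 8.4e-16, and adjusted p = 0.13 with an estimated correlation). The paper names WNT5A, HAND1 and BMP4 as rising, so the direction of this list is not wholly independent evidence. Of 16 BMP target genes, MSX1, MSX2 and the inhibitory SMAD gene SMAD6 rose (3 called, and 12 when adjusted over the list alone), with a median change of 2.52 on the log2 scale (camera adjusted p = 9.7e-19, and adjusted p = 0.13 with an estimated correlation). MSX2 rose 17.7-fold and SMAD6 16.3-fold. At an adjusted p under 0.05, limma called 7 of the 126, and with the cell line as a block it called 0 (2012 rose at an unadjusted p under 0.05, and the lowest adjusted p was 0.062). The count at B over 0 was 0 without ESC replicate H1 (997 at an unadjusted p under 0.05), 35 without ESC replicate H9, 51 without EB replicate H1, 66 without EB replicate H9, and 340 without either BC replicate.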

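All 7 genes rose from ESCs to EBs. HAND1 went from 4.61 ± 0.59 to 11.72 ± 0.36 (log2, SD, n = 2), which is 139-fold with a standard error of 1.0 on the log2 scale (limma adjusted p = 0.19). WNT5A, a noncanonical Wnt ligand, rose 37.5-fold and 15.2-fold on its called probe sets (adjusted p = 0.06 for the first). BMP4, a ventral mesoderm inducer that was also added to the medium as a protein, went from 5.67 ± 0.17 to 9.06 ± 0.30, a 10.5-fold rise (adjusted p = 0.045). HEY1, a Notch target, went from 5.27 ± 0.09 to 9.14 ± 0.04, a 14.6-fold rise (adjusted p = 0.045). LMO2, a transcriptional cofactor of early blood formation, rose 11.5-fold (adjusted p = 0.19), and TBX3, a T-box transcription factor, 10.3-fold on 1 probe set (adjusted p = 0.16). Its representative probe set was not called (B = -0.23), but was with the cell line as a block (B = 1.47, adjusted p = 0.12), with either scaling and without either BC replicate (B = 0.29). MYL4, a myosin light chain of embryonic muscle, rose 9.81-fold and 3.67-fold on its called probe sets (adjusted p = 0.069 and 0.2).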

Clustering these genes with EASE identified processes involved in development, transcription, organ development and system development, some of which are related to hemangioblastic differentiation. These genes include *SOX9, HOXB2, HOXB3, Neuregulin 1, LMO2 *[25] and *GATA2 *[26]. This data set also included numerous genes encoding transcription factors, such as *MESP1*, *HAND1*, *TBX3*, *GATA2*, *SOX7*, *SOX9*, *HOXB2*, and *HOXB3*.

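A called probe set rose from ESCs to EBs for each of the 6 genes. GATA2 went from 5.14 ± 0.30 to 7.81 ± 0.11 (log2, SD, n = 2), a 6.37-fold rise (limma adjusted p = 0.06). HOXB3 rose 15.6-fold on 1 probe set (adjusted p = 0.13), HOXB2 11.2-fold (adjusted p = 0.17), and the transcription factor SOX9 5.98-fold on 1 probe set (adjusted p = 0.098), with another called with the cell line as a block (B = 0.08, adjusted p = 0.2) and without either BC replicate (B = 0.36). Neuregulin 1 (NRG1), a ligand of ERBB receptors, rose 5.6-fold on 1 of its 6 probe sets (adjusted p = 0.21, B = 0.08), and its other 5 were not called. HOXA and HOXB genes, which pattern the body axis, had 11 measured members of 21. HOXB2, HOXB5 and HOXB6 rose and none fell (3 called, and 4 when adjusted over the list alone), with a median change of 0.76 on the log2 scale (camera adjusted p = 1.1e-06, and adjusted p = 0.13 with an estimated correlation). HOXB6 rose 22.6-fold. The call of HOXB5 (2.67-fold) was lost with the cell line as a block (B = -0.05, adjusted p = 0.21).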

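Of these 8 transcription factor genes, all rose from ESCs to EBs. MESP1, a transcription factor of the earliest cardiovascular mesoderm, rose 6.44-fold on 1 of its 3 probe sets (limma adjusted p = 0.14), with a change of 0.02 on its representative one. SOX7, which is expressed in early endothelial and blood progenitors, went from 3.37 ± 0.06 to 5.74 ± 0.02 (log2, SD, n = 2), a 5.17-fold rise (adjusted p = 0.16). Of 11 measured transcription factor genes listed for hemangioblasts, LMO2, GATA2 and SOX7 rose and none fell (3 called, and 5 when adjusted over the list alone), with a median change of 0.68 on the log2 scale (camera adjusted p = 1.1e-08, and adjusted p = 0.15 with an estimated correlation). TAL1/SCL, another member of that list, had changes of 0.18 on its representative probe set (adjusted p = 1.0) and 2.18 on another (B = -0.53), which was called with the cell line as a block (B = 0.4, adjusted p = 0.19).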

#### Genes down-regulated upon differentiation of EBs into BCs

When EBs were compared to BCs, 185 genes were identified as down-regulated upon differentiation. This data set contained processes that were similar to those that were down-regulated upon ESC differentiation into EBs, such as tissue and organ development. 

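From EBs to BCs, 184 probe sets naming 148 genes fell (limma, B over 0), each in both lines, with a median fold of 5.13. Of these, 22 passed an adjusted p under 0.05, and with the cell line as a block 13 falling probe sets did. TUBB2B fell 37.5-fold, NTS, the neuropeptide neurotensin, 32.0-fold, ZIC2 24.8-fold, the zinc finger gene SALL1 23.0-fold and TET1, an enzyme that oxidizes methylated cytosine, 20.1-fold (adjusted p = 0.018). Among the 26 pluripotency genes, SALL4, FOXH1, L1TD1 and GAL fell and none rose (4 called, and 10 when adjusted over the list alone), with a median change of -1.16 on the log2 scale (camera adjusted p = 6.1e-09, and adjusted p = 0.13 with an estimated correlation). The list's median was -1.55 in H1 and -0.65 in H9. L1TD1 fell 17.1-fold and SALL4 7.41-fold. The count was 107 without either ESC replicate, 75 without EB replicate H1, 58 without EB replicate H9 and 1538 without BC replicate H9, which leaves the H1 array of narrow range as the only BC array.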

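The transcription factor NANOG, the signaling genes WNT5A, BMP4, TDGF1 (CRIPTO) and GAL, OCT4, EDNRB and VEGFA each had a called probe set that fell from EBs to BCs (8 of 8 genes). NANOG went from 8.06 ± 0.23 to 3.87 ± 0.12 (log2, SD, n = 2) on 1 probe set, an 18.3-fold fall (log2 change -4.19, standard error 0.2, limma adjusted p = 0.0069). Its other probe set was not called (log2 change -0.24). EDNRB, the endothelin receptor B, fell 13.5-fold and 8.08-fold on 2 probe sets (adjusted p = 0.17 for the first), and TDGF1 fell 9.6-fold (adjusted p = 0.13). VEGFA, a growth factor of endothelial cells and a target of hypoxia-inducible factors, went from 9.12 ± 0.09 to 6.09 ± 0.77 on 1 of its 4 probe sets, an 8.13-fold fall (adjusted p = 0.11).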

The most significantly down-regulated genes included *NANOG*, *WNT5*, *OCT4*, *GAL*, *TDGF1*, *BMP4*, *endothelin receptor B*, and *VEFG *(Additional data file 6). These data demonstrate that *BMP4*, *WNT5*, and *HEY1 *are initially up-regulated upon differentiation into EBs but then down-regulated upon further differentiation into BCs.

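BMP4, WNT5A and HEY1 rose into EBs and fell into BCs. In the second step, BMP4 fell from 9.06 to 6.14 ± 0.11 (log2, SD, n = 2), 7.55-fold (limma adjusted p = 0.036). WNT5A fell 26.3-fold and 11.0-fold on its called probe sets (adjusted p = 0.053 and 0.015). HEY1 fell 3.19-fold (adjusted p = 0.17, B = 0.21), a call that was lost with the cell line as a block (B = -0.37, adjusted p = 0.21). WNT5B was called in both steps only with the block (changes of 1.8 and -1.7, B = 0.91 and 0.76, adjusted p = 0.15 and 0.14). The same course was found for 63 probe sets naming 52 genes or gene groups, among them the BMP targets MSX1 and MSX2, the mesoderm genes MESP1, ISL1 and APLNR, and PRTG, SALL1 and SOX9. Of the 16 BMP targets, MSX1 (12.2-fold) and MSX2 (10.7-fold) fell from EBs to BCs (2 called, and 5 when adjusted over the list alone), with a median change of -1.73 on the log2 scale (camera adjusted p = 2e-06, and adjusted p = 0.23 with an estimated correlation). That median was -2.53 in H1 and -1.13 in H9, and it was -0.82 without BC replicate H1 and -2.5 without BC replicate H9. WNT5A, BMP4, APLNR, TWIST1 and ISL1 of the 24 primitive streak and early mesoderm genes fell (5 called, and 6 when adjusted over the list alone), with a median change of -0.85 (camera adjusted p = 5.7e-08, and adjusted p = 0.18 with an estimated correlation). The call of APLNR (6.75-fold) was lost with the block (B = -0.07, adjusted p = 0.19). Independent lists of these sizes would share 0.42 probe sets. The stages share the EB arrays, so their calls are not independent. The count of 63 was 0 without ESC replicate H1, where limma called no probe set from ESCs to EBs, 22 without ESC replicate H9, 32 without EB replicate H1, 35 without EB replicate H9 and 168 without BC replicate H9.

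**Figure D1:**
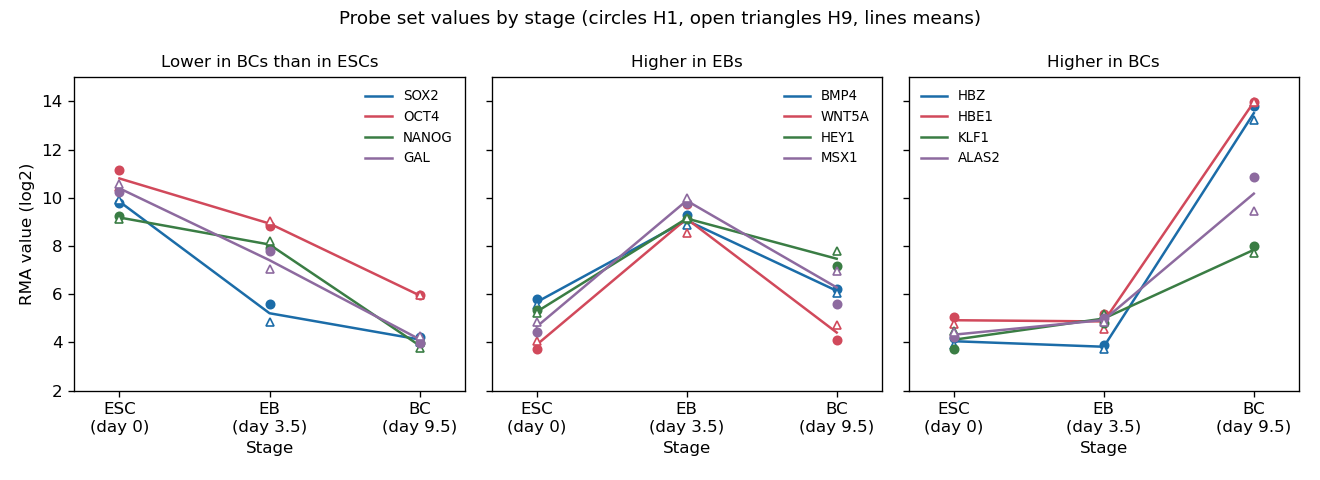
RMA values on the log2 scale (vertical axis) of 12 genes by stage (horizontal axis), with circles for H1, open triangles for H9 and lines through the means. SOX2, OCT4, NANOG and GAL lie lower in BCs than in ESCs, BMP4, WNT5A, HEY1 and MSX1 lie higher in EBs than at either other stage, and HBZ, HBE1, KLF1 and ALAS2 lie higher in BCs than at either earlier stage, in both lines. Each line is 1 probe set, and levels of different probe sets are not compared.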

#### Genes up-regulated upon differentiation of EBs into BCs

In contrast, 82 genes were up-regulated upon differentiation of EBs into BCs. 

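From EBs to BCs, 81 probe sets naming 46 genes rose (limma, B over 0), each in both lines, with a median fold of 5.99. Of these, 23 passed an adjusted p under 0.05, and with the cell line as a block 13 rising probe sets did. Among 12 transcription factors of red cell formation, KLF1, NFE2, GFI1B and HEMGN rose and none fell (4 called, and 9 when adjusted over the list alone), with a median change of 1.26 on the log2 scale (camera adjusted p = 5.5e-09, and adjusted p = 0.13 with an estimated correlation). NFE2, an activator of globin and platelet genes, rose 12.8-fold and GFI1B, a repressor in erythroid and megakaryocytic cells, 12.3-fold (adjusted p = 0.069 and 0.03). RELN, a large secreted glycoprotein, rose 11.7-fold (adjusted p = 0.18) and HEMGN 5.99-fold. Both calls were lost with the cell line as a block (B = -0.46 and -0.06, adjusted p = 0.21 and 0.19). The count of 81 was 41 without either ESC replicate, 25 without EB replicate H1, 23 without EB replicate H9, 349 without BC replicate H1 and 350 without BC replicate H9.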

The genes with the greatest fold change were hemoglobin genes and erythropoietic genes, such as *hemoglobins γ*, *ζ*, *α*, and *ε*, *Alas2*, *AFP*, *TUBB1*, *GYPA*, and *RHAG *(fold change, (FC) 31x-886x). 

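Globin transcripts rose the most from EBs to BCs. The probe sets shared by the γ-globin genes HBG1 and HBG2 rose 465-fold to 887-fold. The highest of them went from 4.16 ± 0.05 to 13.95 ± 0.17 (log2, SD, n = 2), with limma adjusted p = 0.00017. The ζ-globin gene HBZ went from 3.82 ± 0.12 to 13.51 ± 0.39, an 828-fold rise (adjusted p = 0.00048), and the ε-globin gene HBE1 from 4.87 ± 0.45 to 13.97 ± 0.02, a 549-fold rise (adjusted p = 0.00071). The 6 probe sets shared by the α-globin genes HBA1 and HBA2 rose 256-fold to 592-fold. ALAS2, the erythroid enzyme of the first step of heme synthesis, went from 4.93 ± 0.13 to 10.17 ± 1.00, a 38.0-fold rise (adjusted p = 0.047), and the Rhesus-associated glycoprotein gene RHAG rose 31.2-fold on its most changed probe set. TUBB1, a β-tubulin of platelets and megakaryocytes, rose 21.9-fold on 1 of its 2 probe sets (adjusted p = 0.003). AFP, the α-fetoprotein of yolk sac endoderm and fetal liver, was 31.6-fold higher in BCs, by 3.62 on the log2 scale in H1 and 6.34 in H9, and was not called (adjusted p = 0.18, B = -0.03). It was called with dim probe sets left out (B = 0.49). With a lone BC array its change was 6.24 without BC replicate H1 and 3.72 without BC replicate H9.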

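Regulators of red cell formation and the transferrin receptor rose from EBs to BCs. KLF1, an activator of globin genes, went from 4.99 ± 0.28 to 7.84 ± 0.20 (log2, SD, n = 2), a 7.22-fold rise (limma adjusted p = 0.08). TAL1/SCL rose 6.42-fold and 3.78-fold on its 2 called probe sets (adjusted p = 0.16 and 0.053). GATA1, the master regulator of erythroid genes, went from 4.86 ± 0.09 to 7.50 ± 0.54 on 1 probe set, a 6.24-fold rise (adjusted p = 0.084). Its representative probe set went from 5.1 to 6.46 in H1 and from 5.15 to 7.83 in H9. That probe set was not called with all 6 arrays, except after quantile normalization (B = 0.02). TFRC (CD71), which takes up iron-loaded transferrin, went from 8.71 ± 0.30 to 10.58 ± 0.31, a 3.66-fold rise (adjusted p = 0.14, B = 0.69). With the cell line as a block this TFRC probe set was not called (B = -0.15, adjusted p = 0.19) and 2 of the others were (B = 0.19 and 0.89, adjusted p = 0.17 and 0.14).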

Genes with moderate increases in expression (FC 6.2x-7.2x) *were KLF1, TAL1/SCL, GATA1 *and *CD71*. When genes were clustered with DAVID using their GO terms, processes characteristic of erythropoiesis (heme and porphyrin biosynthesis and oxygen transport) were identified (Additional data file 7).

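Several genes of heme synthesis and iron uptake, and several globin genes, rose from EBs to BCs. Of 18 measured heme and iron genes, ALAS2, FECH, SLC25A37, ABCB10 and BLVRB rose and none fell (5 called, and 10 when adjusted over the list alone), with a median change of 1.1 on the log2 scale (camera adjusted p = 3.3e-08, and adjusted p = 0.2 with an estimated correlation). FECH, which inserts iron into protoporphyrin, rose 6.07-fold (limma adjusted p = 0.053), SLC25A37, the mitochondrial iron importer mitoferrin, 15.0-fold (adjusted p = 0.18), and BLVRB, a biliverdin reductase, 6.17-fold (adjusted p = 0.11). Among 7 globin genes with a probe set of their own, HBZ, HBE1, HBM, HBQ1 and HBBP1 rose and none fell (5 called, and 5 when adjusted over the list alone), with a median change of 2.89 (camera adjusted p = 5.5e-12, and adjusted p = 0.13 with an estimated correlation). HBM, a minor α-like globin gene, rose 7.17-fold. Of 17 measured genes of the red cell membrane, RHAG, SLC4A1, ANK1, EPB42, ERMAP and XK rose and none fell at B over 0 (6 called, and 12 higher and 1 lower when adjusted over the list alone), with a median change of 0.98 (camera adjusted p = 1.6e-09, and adjusted p = 0.13 with an estimated correlation). SLC4A1, the anion exchanger band 3, rose 8.63-fold (adjusted p = 0.053) and XK 5.56-fold (adjusted p = 0.088). The call of ankyrin 1 (ANK1, 7.56-fold) was lost with the cell line as a block (B = -0.24, adjusted p = 0.2).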

#### Genes up-regulated upon differentiation of ESCs into BCs

There were 107 genes up-regulated upon differentiation of ESCs into BCs. 

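From ESCs to BCs, 108 probe sets naming 63 genes rose (limma, B over 0), each in both lines, with a median fold of 6.38. Of these, 47 passed an adjusted p under 0.05, and with the cell line as a block 32 rising probe sets did. Among them are RELN (21.7-fold), the iron importer SLC25A37 (51.6-fold), TUBB1 (22.0-fold), HAPLN1 (30.6-fold), which was higher still in EBs, and SMAD6 (17.7-fold). RARA, a retinoic acid receptor, was 63.0-fold higher on 1 of its 5 probe sets, where the SD between the ESC arrays was 1.67 on the log2 scale. Its call (adjusted p = 0.12, B = 0.19) was lost with the cell line as a block (B = -0.39, adjusted p = 0.16). The count of 108 was 34 without ESC replicate H1, 44 without ESC replicate H9, 515 without BC replicate H1 and 365 without BC replicate H9.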

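Globin, heme and regulator genes rose from ESCs to BCs. The γ-globin probe sets shared by HBG1 and HBG2 rose 581-fold to 811-fold, HBE1 531-fold (limma adjusted p = 0.00073), HBZ 702-fold (adjusted p = 0.00055) and the α-globin probe sets shared by HBA1 and HBA2 199-fold to 451-fold. ALAS2 went from 4.32 ± 0.14 to 10.17 ± 1.00 (log2, SD, n = 2), a 58.0-fold rise (adjusted p = 0.022). TAL1/SCL went from 3.68 ± 0.04 to 8.54 ± 0.70 on its most changed probe set, a 29.0-fold rise (adjusted p = 0.022), and rose 4.27-fold on another.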

Similar to the data set above (EBs→BCs), the genes with the greatest fold change (FC 29x-810x) were involved in hemoglobin synthesis (*hemoglobins γ*, *ε*, and *α*, *ALA2*, *GYPA*, and *TAL1/SCL*), similar to the comparison of EBs to BCs. In addition, this data set contained many key transcription factors involved in hemangioblastic differentiation, such as *GATA2 *[26], *LMO2 *[25] and *TAL1/SCL *[27,28] (Additional data file 8). 

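All 3 transcription factor genes rose from ESCs to BCs. LMO2 went from 3.91 ± 0.04 to 10.17 ± 1.04 (log2, SD, n = 2), a 76.7-fold rise (limma adjusted p = 0.022), and GATA2 rose 4.34-fold (adjusted p = 0.047). These are the 3 members called among the 11 measured hemangioblast transcription factors (5 rose when adjusted over the list alone), whose median change was 0.89 on the log2 scale, 0.56 in H1 and 1.36 in H9 (camera adjusted p = 1.1e-06, and adjusted p = 0.19 with an estimated correlation). From EBs to BCs, TAL1 was the 1 member called (2 higher and 3 lower when adjusted over the list alone), and the list had a median change of 0.28 (camera adjusted p = 0.37). LMO2 was 6.66-fold higher in BCs than in EBs and was not called, except with the cell line as a block (B = 0.11, adjusted p = 0.18) and without BC replicate H9 (B = 2.18).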

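The blood progenitor factor GATA2 and the myosin light chain gene MYL4 were not called from EBs to BCs. The EB to BC change of GATA2 was -0.56 on the log2 scale, with a 95% confidence interval from -1.12 to 0.01 (limma). On its representative probe set, MYL4 had a change of 0.81, with an interval from 0.11 to 1.51. Between ESCs and BCs, MYL4 rose 17.8-fold on its most changed probe set (adjusted p = 0.021) and 6.42-fold on its representative one (adjusted p = 0.046).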

*GATA2 *and *MYL4 *were up-regulated upon differentiation into EBs and remained at a constant level upon differentiation into BCs. EASE analysis of up-regulated genes in BCs identified biologically relevant themes, such as oxygen and gas transport, and development (*TAL1/SCL, KLF1, LMO2, GATA1*; Table 2).

**Table 2:** Gene ontologies for up-regulated processes in BCs versus ESCs

Gene category	List hits	EASE score
Oxygen transport (erythrocytic)	6	1.69E-09
Gas transport (erythrocytic)	6	1.69E-09
Transcription from Pol II promoter	7	1.64E-02
Regulation of transcription from Pol II promoter	5	2.38E-02
Development (developmental)	15	2.56E-02

EASE analysis of up-regulated genes in BCs identified biologically relevant themes, such as oxygen and gas transport, and development.

### Level II analysis

#### Genes enriched in ESCs

Since genes that are up-regulated in ESCs when compared to breast epithelia could represent those genes that are under-expressed in breast epithelium, we filtered out those that were also up-regulated in BCs when compared to breast epithelium. This analysis identified 2,108 genes, which comprised GO processes involved in cell cycle, DNA and RNA metabolism, and DNA replication, as expected (Additional data file 9). Genes with the highest fold change include *TDGF1*, *GAL*, *LEFTY1/2*, *OCT4*, and *NANOG *(FC 130.0x, 69.6x, 68.7x, 47.6x, 43.8x, and 31.5x). When this data set was clustered based on their GO terms, processes involved in development, cell differentiation and nervous system development were identified (data not shown). This data set was then analyzed with GenMapp, and then used for pathway analysis. Each genetic signature was assigned a color: ESCs, green; EBs, orange; and BCs, red. The ESC pathway confirms that most of the embryonic genes were not removed when compared to breast epithelial cells (Additional data file 1).

#### Genes enriched in EBs

Since genes up-regulated in EBs when compared to breast epithelia could similarly represent those that are under-expressed in breast epithelium, we also filtered out those that were also up-regulated in ESCs when compared to breast epithelium. We identified 939 genes as up-regulated in EBs relative to breast epithelium and filtered out those that are enriched in ESCs relative to breast epithelium (Additional data file 10). When these genes were clustered with DAVID, processes involved in development, transcription, wnt and frizzle signaling, cell cycle and blood vessel morphogenesis (*KDR, VEGF, Neuropilin-1 *and *2*, and *FLT1*) were identified The EBs also express genes involved in organ development, suggesting a heterogeneous mixture of cell types (*GATA2/4/5/6, BMP4, NCAM1, NOG, ISL2, NKX2.5*), and mesoderm genes (*HAND1, T-brachyury, MESP1*). Further examination of the data set identified multiple genes involved in the BMP signaling pathway in the differentiation of blood and endothelial cells. These genes include *BMPR1A*, *BMP4*, *T-brachyury*, *KDR*, *GATA2*, and *TAL1/SCL *[26,28].

#### Genes enriched in BCs

We identified 2,735 genes that were up-regulated in BCs relative to breast epithelium after removing genes that were enriched in ESCs when compared to breast epithelium and genes enriched in BCs when compared to breast epithelium (Additional data file 11). When genes were clustered based on their GO, we identified processes characteristic of lymphocytic cells (response to stimulus, defense response, immune response), erythrocytes (heme and porphyrin biosynthesis), coagulation, neurophysiology, development, and mesoderm and heart development (Table 3).

**Table 3:** Gene ontologies of up-regulated processes in BCs versus epithelial cells

Gene category	List hits	EASE score
Response to external stimulus (lymphocytic)	146	5.14E-09
Cellular process	490	4.74E-06
Response to biotic stimulus (lymphocytic)	94	4.87E-06
Ion transport	68	7.05E-06
Defense response (lymphocytic)	87	1.09E-05
Development (developmental)	165	5.05E-05
Hemostasis	19	1.15E-04
Blood coagulation (coagulation)	18	1.68E-04
Cell-cell signaling	60	2.23E-04
Response to abiotic stimulus (lymphocytic)	60	3.74E-04
Cyclic-nucleotide-mediated signaling	19	3.92E-04
Morphogenesis (developmental)	101	4.23E-04
Response to light	26	5.54E-04
Natural killer cell activation (lymphocytic)	6	7.08E-04
Second-messenger-mediated signaling	20	8.47E-04
Perception of light	25	9.29E-04
Synaptic transmission (neurophysiology)	31	9.63E-04
Cell communication	244	1.07E-03
Cation transport	46	1.46E-03
Transmission of nerve impulse (neurophysiology)	31	1.61E-03
Transport	159	1.65E-03
Response to radiation	26	1.73E-03
Organogenesis (developmental)	88	2.09E-03
Metal ion transport	36	2.15E-03
Perception of abiotic stimulus (lymphocytic)	35	2.34E-03
Vision	23	2.54E-03
Immune response (lymphocytic)	68	3.77E-03
Perception of external stimulus (lymphocytic)	37	4.60E-03
Cell surface receptor linked signal transduction	93	5.44E-03
Xenobiotic metabolism	10	6.19E-03
Sensory perception	34	6.34E-03
Heme biosynthesis (erythrocytic)	5	6.40E-03
Response to xenobiotic stimulus	10	8.00E-03
Skeletal development (development)	18	8.65E-03
Potassium ion transport	19	8.71E-03
G-protein signaling	15	9.32E-03
Pigment biosynthesis (erythrocytic)	6	1.10E-02
Monovalent inorganic cation transport	29	1.15E-02
Heme metabolism (erythrocytic)	5	1.16E-02
Negative regulation of natural killer cell activity (lymphocytic)	3	1.28E-02
Regulation of natural killer cell activity (lymphocytic)	3	1.28E-02
Anion transport	15	1.49E-02
Heart development (heart development)	6	1.63E-02
Histogenesis (developmental)	16	1.85E-02
Porphyrin biosynthesis (erythrocytic)	5	1.90E-02
Pigment metabolism (erythrocytic)	6	1.95E-02
Pigmentation (erythrocytic)	6	2.30E-02
Mesoderm development (mesoderm development)	7	2.37E-02
Cellular defense response (lymphocytic)	13	2.44E-02
Response to pest/pathogen/parasite (lymphocytic)	43	2.63E-02

When genes were clustered based on their GO, we identified processes characteristic of lymphocytic cells (response to stimulus, defense response, immune response), erythrocytes (heme and porphyrin biosynthesis), coagulation, neurophysiology, development, and mesoderm and heart development.

Genes that were up-regulated in BCs with respect to epithelia were characteristic of hematopoiesis (CD markers 5/6/9/38/41/48/55/71/74/84/244, *EPOR, GATA1/2/4/5, Tcr-α, natural cytotoxicity triggering receptor-1, 2 *and *3*), coagulation (*coagulation factor II, V, VII, XII, coagulation factor 2 receptor like 2,3/thrombin receptors, antithrombin 3, cyclooxygenase 1, plasminogen*), cardiac muscle (*NKX2.5, HAND1/2, GATA4, SOX6, TBX5*), smooth/skeletal muscle (*NOTCH1, smoothelin, acetylcholinesterase, desmin, SOX6*), synaptic markers (*cholinergic receptor, muscarinic 2 and 5, adrenergic α-1A-receptor, dopamine receptor D2, serotonin receptor 1B and 4, glutamate receptor Nmda 1 and 2A/B and C, gaba A receptor β1 and 2, purinergic receptor P2X 1 *and *2*), and hemangioblasts (*GATA2 *[26], *RUNX1 *[29], *LMO2 *[25] and *TAL1/SCL *[27,28]). Some of the genes identified in the coagulation ontology are not only involved in coagulation but also angiogenesis, such as *thrombin *[30], *plasminogen *[31], and possibly *coagulation factor 2 receptor like 2/3 *[30].

This was also recapitulated by DAVID analysis, which identified the following pathways as statistically over-represented: porphyrin metabolism, acute myocardial infarction, hematopoietic cell lineage pathways and calcium signaling pathways. GenMapp was then used for pathway analysis. Each genetic signature was assigned a color: ESC, green; EBs, orange; and BCs, red. GenMapp analysis of pathways involved in whole blood, bone marrow, coagulation and complement, heme and porphyrin synthesis are indicative of hematopoietic cell types (Figure 2). Genes identified in GenMapp's heme biosynthesis pathway are indicative of erythoblasts (Figure 3). We also identified myogenic (cardiac and smooth) pathways, which correlates with the GO analysis.

**Figure 2:**
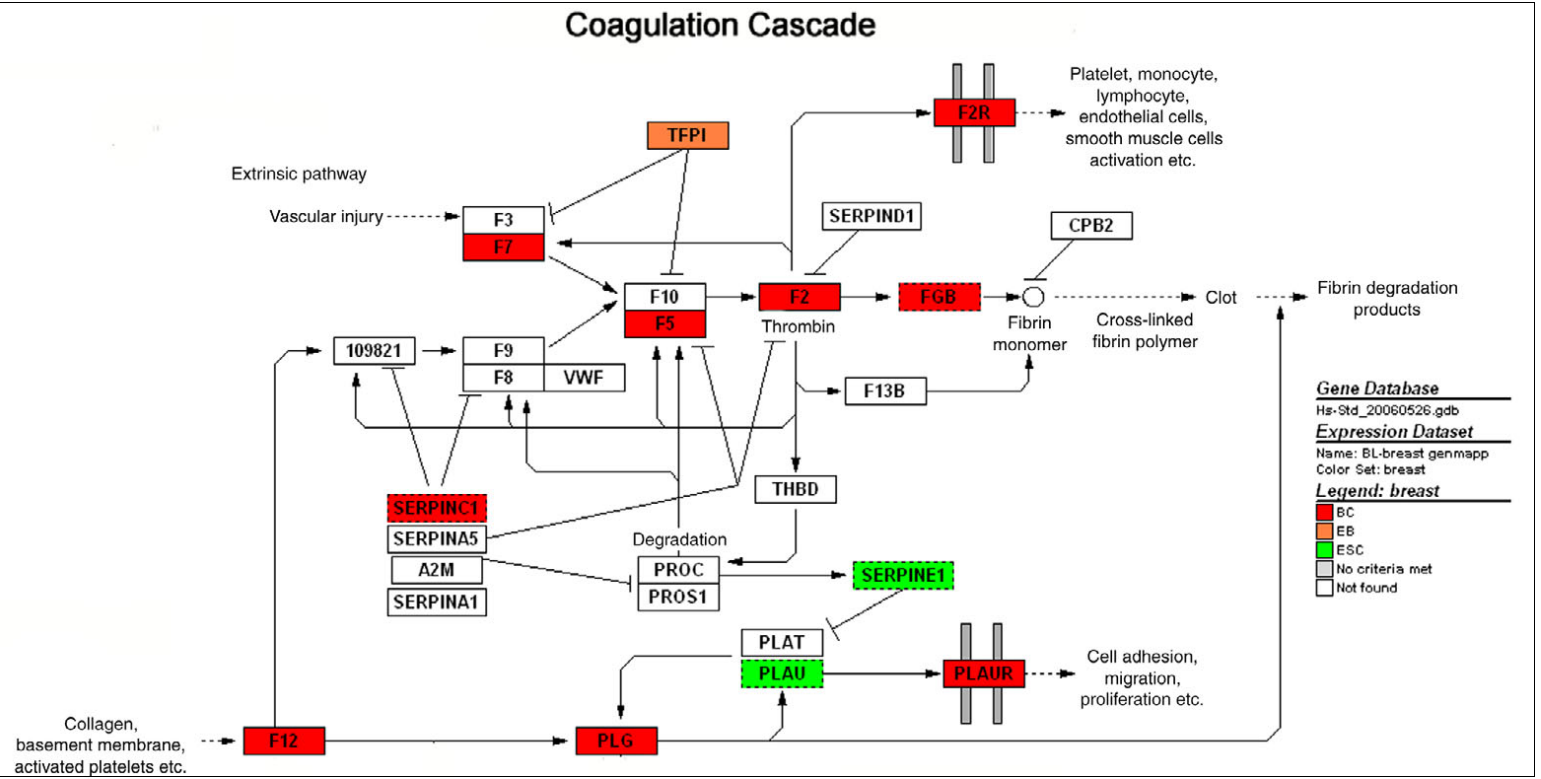
GenMAPP of complement and coagulation. Genes that are up-regulated in BCs (red), EBs (orange), and ESCs (green) compared to breast epithelia as baseline were mapped onto a pre-existing pathway. This pathway contains genes that are mostly up-regulated in BCs relative to breast epithelia.

**Figure 3:**
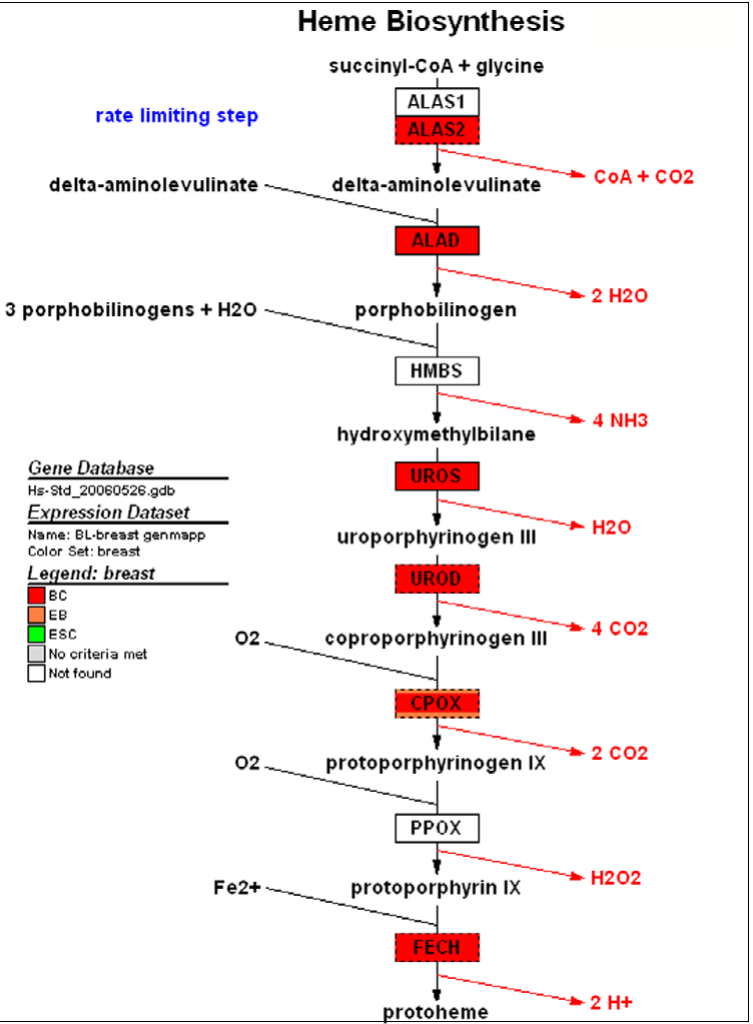
GenMAPP of heme biosynthesis: Genes that are up-regulated in BCs (red), EBs (orange), and ESCs (green) compared to breast epithelia as baseline were mapped onto a heme biosynthesis pathway. This pathway contains genes that are up-regulated in BCs relative to breast epithelia.

### Level III analysis

#### Genes enriched in BCs relative to leukocytes

We identified 2,101 genes that were up-regulated in BCs relative to leukocytes (after removing genes that were enriched in both hESCs and BCs when compared to leukocytes (Additional data file 12). When these genes were clustered based on their GO, we identified processes involved in development, nervous system development, blood vessel development and angiogenesis, and erythrocytes (Table 4). The presence of development ontology not only indicates a 'progenitor' status of BCs, but contains genes involved in hemangioblast development, such as *LMO2*, *TAL1/SCL*, and *RUNX1*. This comparison identified genes that are characteristic of endothelia (*PECAM1, VE-Cadherin, CD34, vWF, EPOR *[32], *endothelin 1 *[33], and *thrombin receptor*). There were also genes that indicate the presence of erythrocytes (*GATA1, spectrin *and *ankyrin*), blood vessel development (*neuropilin-1 *and *2, stabilin 1 *and *2*, *EGFR*, *FGF1 *and *6*, *NOTCH4*), and neurons/neuronal junctions (*glutamate receptor 1/6, serotonin receptor 1e/6, nestin, neurogenic differentiation 4, neuroligin 2, myelin basic protein, peripheral myelin protein 22*).

**Table 4:** Gene ontologies for up-regulated processes in BCs versus leukocytes

Gene category	List hits	EASE score
Development (developmental)	178	6.39E-09
Morphogenesis (developmental)	116	1.98E-08
Organogenesis (developmental)	105	5.04E-08
Cellular process	482	6.48E-08
Cell communication	257	4.78E-07
Cell adhesion	68	4.05E-06
Skeletal development (developmental)	25	4.44E-06
Cell-cell signaling	64	4.86E-06
Ion transport	62	8.10E-05
Circulation	20	9.47E-05
Metal ion transport	38	2.53E-04
Cartilage condensation	6	3.56E-04
Cation transport	46	5.97E-04
G-protein coupled receptor protein signaling pathway	61	8.03E-04
Regulation of blood pressure	9	9.06E-04
Neurogenesis (neuronal)	46	1.17E-03
Second-messenger-mediated signaling	19	1.32E-03
Cell surface receptor linked signal transduction	93	1.52E-03
Bone remodeling	9	2.01E-03
Ossification	9	2.01E-03
Cell homeostasis	15	2.07E-03
Cell ion homeostasis	14	2.27E-03
Ion homeostasis	14	2.27E-03
Transition metal ion transport	9	2.40E-03
Transport	151	2.97E-03
Homeostasis	15	3.10E-03
Transition metal ion homeostasis	7	3.37E-03
Receptor mediated endocytosis	7	4.20E-03
Metal ion homeostasis	11	4.48E-03
Homophilic cell adhesion	15	5.91E-03
Di-, tri-valent inorganic cation homeostasis	10	6.86E-03
Gas transport (erythrocytic)	5	7.51E-03
Oxygen transport (erythrocytic)	5	7.51E-03
Cation homeostasis	12	8.76E-03
Angiogenesis (blood vessel development)	8	1.10E-02
Cyclic-nucleotide-mediated signaling	15	1.13E-02
Transmission of nerve impulse (neurophysiology)	27	1.16E-02
Monovalent inorganic cation transport	28	1.19E-02
Di-, tri-valent inorganic cation transport	14	1.42E-02
Enzyme linked receptor protein signaling pathway	21	1.42E-02
Synaptic transmission (neurophysiology)	26	1.42E-02
Blood vessel development (blood vessel development)	8	1.44E-02
Iron ion homeostasis	5	1.64E-02
Blood coagulation (coagulation)	13	1.80E-02
Tyrosine kinase signaling pathway	15	1.99E-02
Signal transduction	177	2.18E-02
Potassium ion transport	17	2.47E-02
Hemostasis	13	2.77E-02
Pregnancy	8	2.89E-02
Axon guidance (neurophysiology)	6	4.00E-02

When these genes were clustered based on their GO, we identified processes involved in development, nervous system development, blood vessel development and angiogenesis, and erythrocytes.

Of particular note is the absence of leukocytic processes, such as response to stimulus and defense response identified in the level two analyses. Thus, this comparison allowed for the masking of the 'lymphocytic' signature and, thus, the identification of other endothelial and blood vessel development genes (*vWF*, *bradykinin receptor b1*, and *thrombin receptor*). When this data set was analyzed using GenMapp, more endothelial genes were mapped to the coagulation cascade pathway (vWF, bradykinin receptor b1, thrombin receptor-pathway; data not shown).

#### Genes enriched in BCs relative to endothelial cells

We identified 904 genes that were up-regulated in BCs relative to prostate-derived endothelium after filtering out those genes that are enriched in ESCs relative to endothelium (Additional data file 13). Comparing BCs to endothelial cells identified fewer genes when compared to other comparisons of BCs in level II and III analyses, and, thus, identified fewer GO terms. However, it did identify more erythrocytic processes (nine in total; Table 5) than the other comparisons. Another predominant theme in this data set was development (Table 5). By comparing BCs to a more mature yet similar cell type (adult endothelium), we were able to mask the endothelial signature, thus identifying predominantly development genes (indicating stem/progenitor type signature), such as *caudal type homeobox transcription factor 2 (CDX2), delta-like homolog (DLK1), lamin A/C, secreted frizzled-related protein 5 (SFRP5), patched (PTCH), dishevelled 2 (DVL2)*, and *even-skipped homeobox homolog 1 *(*EVX1*).

**Table 5:** Gene ontologies for up-regulated processes in BCs versus endothelial cells

Gene category	List hits	EASE score
Development (developmental)	84	2.10E-05
Oxygen transport (erythrocytic)	6	2.14E-05
Gas transport (erythrocytic)	6	2.14E-05
Heme biosynthesis (erythrocytic)	5	2.88E-04
Heme metabolism (erythrocytic)	5	5.56E-04
Morphogenesis (developmental)	51	6.08E-04
Organogenesis (developmental)	46	9.55E-04
Porphyrin biosynthesis (erythrocytic)	5	9.66E-04
Porphyrin metabolism (erythrocytic)	5	1.55E-03
Transport	77	1.89E-03
Pigment biosynthesis (erythrocytic)	5	2.83E-03
Pigment metabolism (erythrocytic)	5	4.70E-03
Pigmentation (erythrocytic)	5	5.46E-03
Hemostasis	9	9.09E-03
Learning and/or memory	4	1.67E-02
Skeletal development (developmental)	10	1.69E-02
Response to chemical substance	14	1.87E-02
Blood coagulation (coagulation)	8	2.05E-02
Hearing	7	2.16E-02
Perception of sound	7	2.29E-02
Synaptic transmission (neurophysiology)	14	2.69E-02
Ion transport	26	3.17E-02
Cell-cell signaling	25	3.20E-02
Cellular process	204	3.21E-02
Transmission of nerve impulse (neurophysiology)	14	3.36E-02
Response to abiotic stimulus (lymphocytic)	25	3.88E-02
Cartilage condensation	3	3.89E-02
Circulation	8	4.64E-02
Coenzyme and prosthetic group metabolism	9	4.98E-02

This comparison did not identify as many genes because of their similar origin and thus fewer gene ontologies. However, it did identify more erythrocytic processes than the other comparisons.

#### Genes enriched in BCs relative to stromal cells

The BCs were then compared to prostate-derived stromal fibromuscular (CD49a immunoselected) tissue. This comparison identified the most number of genes (3,277 genes; Additional data file 14), and had the most diverse GO terms (lymphocytic, developmental, erythrocytic, coagulation, synapses and neurogenesis, and heart development; Table 6). This data set contained lymphocytic processes according to their GO (response to stimulus, defense response) and numerous lymphocytic markers (CD 6/38/41/43/48/55/61/71/84/244, *immunoglobulin genes heavy constant γ1, constant κ, constant λ1*, and *CD 158A/B/D/F/H (killer cell immunoglobulin-like receptor*)). This comparison identified genes involved in hemangioblast differentiation (*TAL1/SCL, LMO2, RUNX1*), endothelial genes (*neuropilin 1 *and *2*), and coagulation genes (*fibrinogen α and β chain, coagulation factor 5, plasminogen*, but not *KDR*, *FLT1*, *CD4*, *PECAM*, *VE-Cadherin*, *vWF*). Although EASE analysis for both epithelial and stromal comparisons identified similar heart GO terms, the stromal comparison identified different heart development genes, such as *MEF2C*, *aortic preferentially expressed (APEG1)*, *POU6F1*, *TBX1*, and *ryanodine receptor 2 *(cardiac).

**Table 6:** Gene ontologies for up-regulated processes in BCs versus stromal cells

Gene category	List hits	EASE score
Cell communication	328	7.47E-07
Cellular process	617	1.25E-06
Cell-cell signaling	79	4.71E-06
Response to external stimulus (lymphocytic)	160	1.38E-05
Ion transport	74	4.07E-04
Response to abiotic stimulus (lymphocytic)	72	4.61E-04
Transport	199	8.97E-04
Cation transport	56	1.08E-03
Defense response (lymphocytic)	95	1.09E-03
Metal ion transport	44	1.30E-03
Response to biotic stimulus (lymphocytic)	101	1.35E-03
Development (developmental)	192	1.55E-03
Intracellular receptor-mediated signaling pathway	8	1.72E-03
Organogenesis (developmental)	108	1.98E-03
Cell adhesion	72	2.17E-03
Morphogenesis (developmental)	118	2.98E-03
Synaptic transmission (neurophysiology)	35	3.04E-03
Signal transduction	238	4.29E-03
Transmission of nerve impulse (neurophysiology)	35	5.07E-03
Regulation of blood pressure	9	5.42E-03
Monovalent inorganic cation transport	36	6.29E-03
Steroid hormone receptor signaling pathway	7	6.65E-03
Homeostasis	17	6.77E-03
Cell surface receptor linked signal transduction	113	8.56E-03
Perception of abiotic stimulus (lymphocytic)	39	1.09E-02
Hemostasis	17	1.10E-02
Second-messenger-mediated signaling	20	1.18E-02
Potassium ion transport	22	1.19E-02
Cyclic-nucleotide-mediated signaling	18	1.24E-02
Blood coagulation (coagulation)	16	1.39E-02
Response to chemical substance (lymphocytic)	31	1.45E-02
Heme biosynthesis (erythrocytic)	5	1.48E-02
Gas transport (erythrocytic)	5	2.00E-02
Oxygen transport (erythrocytic)	5	2.00E-02
Neurogenesis (neuronal)	51	2.02E-02
Cell homeostasis	15	2.31E-02
Perception of external stimulus (lymphocytic)	41	2.41E-02
Estrogen receptor signaling pathway	4	2.48E-02
Heme metabolism (erythrocytic)	5	2.61E-02
Homophilic cell adhesion	16	2.74E-02
Pigment biosynthesis (erythrocytic)	6	2.84E-02
Circulation (erythrocytic)	17	2.94E-02
Olfaction	9	3.02E-02
Response to pest/pathogen/parasite (lymphocytic)	52	3.19E-02
Acute-phase response (coagulation)	6	3.43E-02
Skeletal development	19	3.72E-02
Sensory perception	37	3.86E-02
Disaccharide metabolism	3	3.86E-02
Enzyme linked receptor protein signaling pathway	24	3.96E-02
Heart development (heart development)	6	4.09E-02

This comparison identified the most number of genes and had the most diverse gene ontologies.

When these genes were clustered for pathways analysis with DAVID, we identified Nfat, hypertrophy of the heart and Alk in cardiac myocytes as a statistically over-represented pathway (data not shown). GenMapp identified a similar pathway involved in myometrial contraction and calcium regulation in the cardiac cell (data not shown). These genetic signatures from this analysis would indicate the presence of progenitors (indicated by the number of developmental genes) of erythrocytes, leukocytes, neurons/neuronal-muscular junctions, and cardiomyocytes. Thus, comparing BCs to stromal cells masked a connective tissue-like signature, allowing for the identification of tissue-specific processes.

#### Ingenuity analysis

To identify signaling pathways involved in hemangioblast differentiation, each of the data sets was analyzed by Ingenuity. Ingenuity is a program that converts large data sets into networks containing direct and indirect relationships between genes based on known interactions in the literature. Genetic networks were created using the EB and BC data sets. The EB data set from the level 2 analysis contained a network of genes (*VEGF, GATA4, BMP4*) that are interconnected and involved in blood vessel development (*VEGF*), heart development (*GATA4*), and cellular development (*BMP4*) (Figure 4a). For example, *Bmp-4 *has been shown to promote blood vessel development by increasing VEGF production [34] and VEGF induces or binds to KDR FLT1, NRP1, and NRP2 [35-38]. This network suggests that BMP4 inhibits cardiac development by increasing HEY1, a transcriptional repressor of GATA4 and 6 (Figure 5a) [39,40], and inhibits heart development by inducing DKK1 (dickkopf homolog 1) [41], which then inhibits *WNT11 *mRNA expression, GATA4, and NKX2-5 [42-44]. In conclusion, this network suggests that BMP4 induces blood vessel development through VEGF signaling and inhibits cardiac differentiation through HEY1 and DKK1.

**Figure 4:**
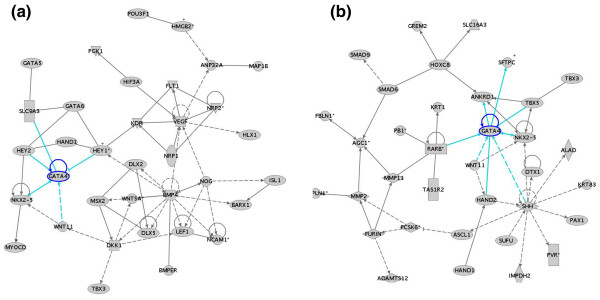
Ingenuity pathway analysis shows a network of genes expressed in EB and BC data sets from the level II analysis. This network contains nodes (genes/gene products) and edges (relationships between the nodes). The shaded genes, known as focus genes, were identified by microarrays and are the starting point to generate the network. The asterisks indicate that duplicates were identified in each dataset. The EB data set contains a network of genes (VEGF, GATA4, BMP4) that are interconnected and involved in blood vessel development (VEGF), heart development (GATA4), and cellular development (BMP4). The BC data set identified a network of genes involved in cardiovascular development (SHH, RARB, TBX5, WNT11) acting through GATA4. The intensity of the node color indicates the degree of expression. Nodes are displayed using various shapes that represent the functional class of the gene product (diamond-enzymes, ovals-transcription factors, triangles-kinase, circles-others). A solid line indicates a direct interaction while a dashed line indicates an indirect interaction. A line without an arrowhead indicates binding and a plus sign indicates that othernetworks contain this gene product.

**Figure 5:**
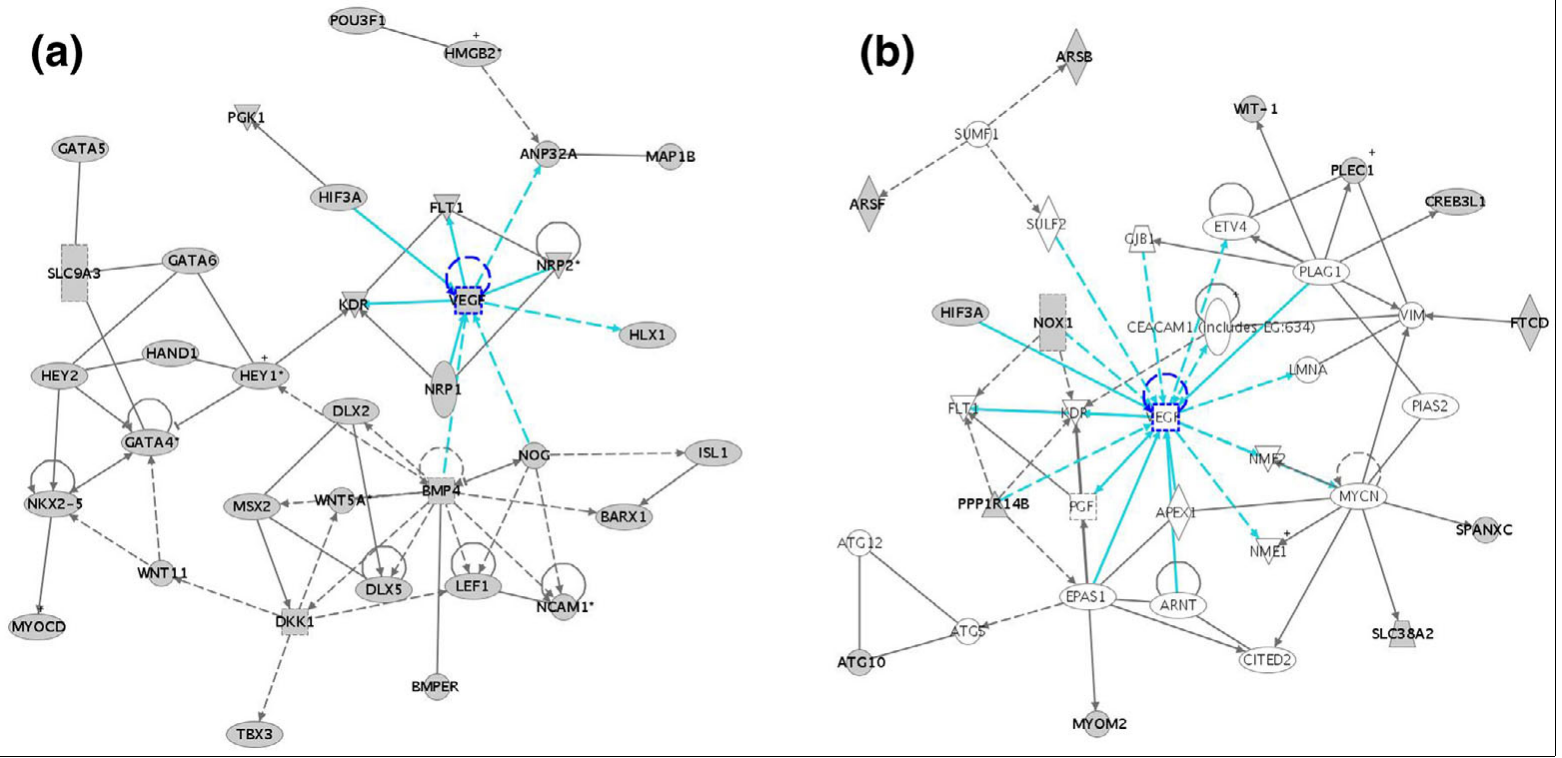
Ingenuity pathway analysis identified a network of genes expressed in EB and BC data sets associated with VEGF. In the EB data set, VEGF is associated with 35 'focus' genes, including KDR, FLT1, NRP1, and NRP2. In the BC data set, 13 focus genes were associated with VEGF, even though it is not present in the data set. The intensity of the node color indicates the degree of expression. Nodes are displayed using various shapes that represent the functional class of the gene product (diamond-enzymes, ovals-transcription factors, triangles-kinase, circles-others). A solid line indicates a direct interaction while a dashed line indicates an indirect interaction. A line without an arrowhead indicates binding and a plus sign indicates that othernetworks contain this gene product.

We then looked for these and other signaling pathways in the level 2 BC data set. Here we identified genes involved in cardiovascular development (*SHH *[45], *RAR-B, TBX5 *[46], *WNT11 *[43]) acting through *GATA4 *(Figure 4b). However, unlike the EB data set, we did not identify the cardiac repressor *HEY1*, *VEGF *and *BMP4 *in the BC data set. Instead, the BC network contained cardiac and skeletal genes, such as *HAND2 *and *ANKRD1 *[47-50], and *HIF3A*, an inhibitor of VEGF expression [51] (Figure 5b). Thus, these networks demonstrate that when EBs differentiate into BCs, we see some angiogenic and some cardiac pathways.

Another signaling network we identified as differentially expressed between EBs and BCs is the network containing *GATA2*. GATA2 has been shown to play a vital role in hemangioblast development [26] by up-regulating BMP4, KDR, and TAL1/SCL expression. In the EB data set, the GATA-2 network contained *EPOR, TAL1/SCL, TCF3 *and *PITX2 *(Figure 6a). Pitx2 is a homeobox gene involved in regulating the balance between proliferation and differentiation of progenitor cells [52] and is highly expressed in EBs (FC 24x) and is absent in BCs. PITX2 is not only rapidly down-regulated upon hematopoietic stem cell differentiation [52], but may also promote hemangioblast differentiation by inducing GATA2 expression [53]. In the BC data set, the *GATA2 *network contained the hemangioblastic and hematopoeitic genes *TAL1/SCL *and *LMO2 *[25,27,54], *FOG/Zfpm1*[55], *CD41/GPIIB/Igta2B *[56] and *GATA1 *[57] (Figure 6b).

**Figure 6:**
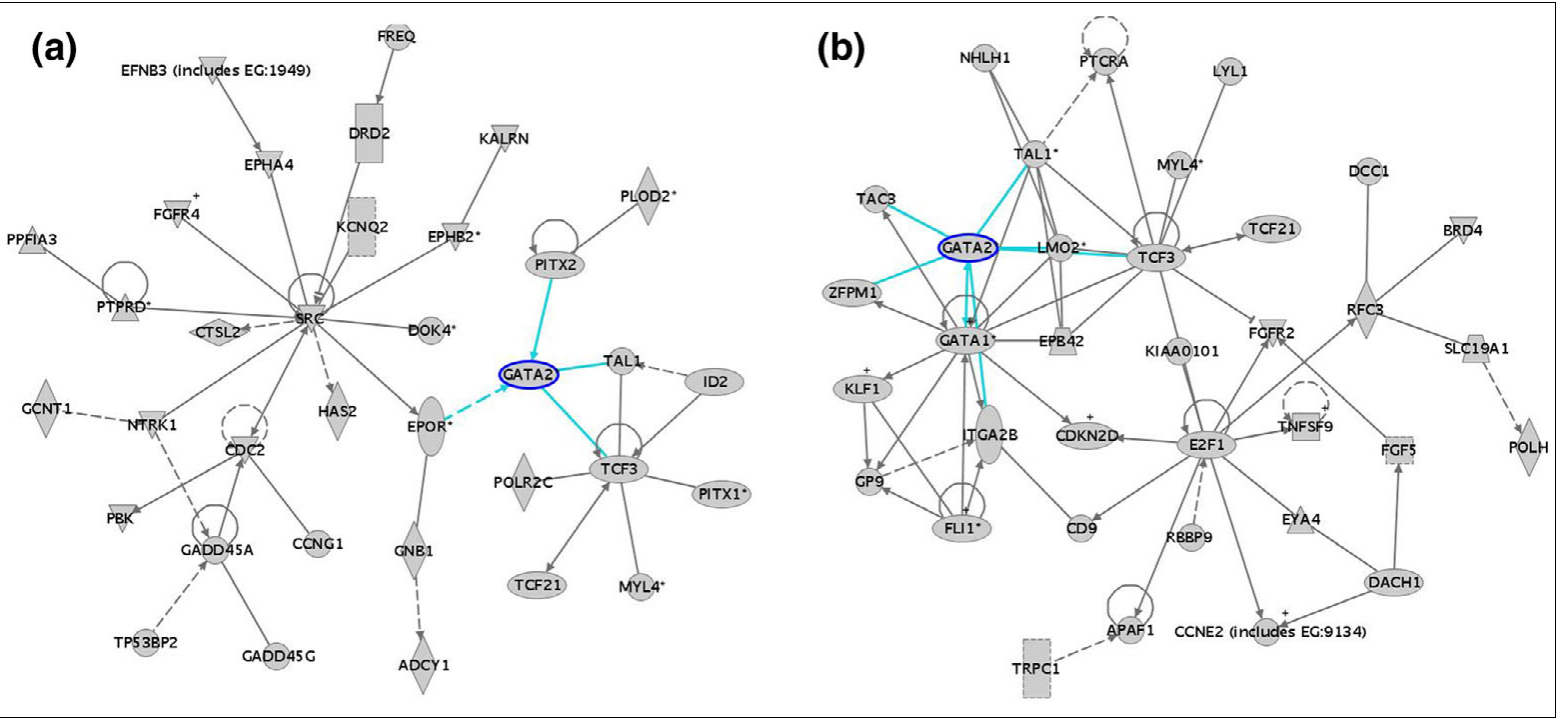
Ingenuity pathway analysis of a network of genes expressed in EB and BC data sets associated with GATA2. In the EB data set, the GATA2 network contained EPOR, TAL1, TCF3 and PITX2. In the BC data set, the GATA2 network contained the hemangioblastic and hematopoeitic genes TAL1, LMO2, FOG/ZFPM1, IGTA2B/CD41/GPIIb, and GATA1. The intensity of the node color indicates the degree of expression. Nodes are displayed using various shapes that represent the functional class of the gene product (diamond-enzymes, ovals-transcription factors, triangles-kinase, circles-others). A solid line indicates a direct interaction while a dashed line indicates an indirect interaction. A line without an arrowhead indicates binding and a plus sign indicates that othernetworks contain this gene product.

A predominant network we identified in all three data sets of the level III analysis involved *GATA1*. GATA1 is a globin transcription factor and is present in all BC but not EB data sets. For example, we see *GATA1 *interacting with other nuclear genes, such as *TAL1/SCL*, *LMO2*, and *KLF1*, which induce erythropoetic genes such as the hemoglobin family (*HBG1*, *HBG2*, *HBE*, *HBB*, and *HBZ*), heme synthesis (*ALAS2*), and genes expressed on the cell surface of RBC (*Ankyrin 1, Rh blood group, glycophorin A, erythrocyte membrane protein band 4.2*) (Additional data file 2).

## Discussion

To delineate the mechanisms involved in the development of hemangioblasts from murine ES cells, Lugus *et al*. [26] performed global gene expression profiling of mouse Flk1+ cells that can form BL-CFCs. However, no such analysis has been reported for the human counterpart due to availability of such cells. In the present study, we carried out a large scale transcriptional l analysis to profile undifferentiated hESCs, early stage EBs, and BCs as an initial effort to understand the differentiation program of hESCs towards hemangioblasts. The availability of a well-annotated genome database for hESCs, EBs and BCs will provide a foundation that allows one to map and identify genes involved in human hemangioblast development, and to optimize conditions for efficient generation of hemangioblasts from hESCs. 

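From ESCs to BCs, OCT4 fell, and LMO2, GATA2, TAL1/SCL, GATA1 and the embryonic globins rose. The semaphorin and VEGF co-receptors NRP1 and NRP2 were not called in any of the 3 comparisons by limma. The paper lists them against breast epithelium, leukocytes and stromal cells, whose arrays were not analysed here. In BCs against ESCs, the representative probe set of NRP1 had a change of 0.43 on the log2 scale (-0.54 in H1 and 1.4 in H9, a difference that was not tested) and that of NRP2 of 0.43 (adjusted p = 0.82 and 0.68). Another NRP1 probe set had 1.94 (0.46 in H1 and 3.42 in H9, adjusted p = 0.53), and 3.51 without BC replicate H1, which leaves a lone BC array. From ESCs to EBs, the values were 2.38 for NRP1 (SD between the EB arrays 1.11, adjusted p = 0.61) and 1.7 for NRP2 (SD 0.23, adjusted p = 0.36). Another NRP2 probe set was called there with the cell line as a block (B = 0.58, adjusted p = 0.18). NANOG had a change of -1.12 from ESCs to EBs on the probe set that fell into BCs (B = -0.66, adjusted p = 0.28) and of -0.59 on the other, neither of which was called.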

Our studies in general are consistent with previous reports that a cluster of genes (*OCT4, NANOG*) expressed at significantly high levels in hESCs were down-regulated in early stage EBs and BCs [23,58-63], whereas some genes restricted to endothelial and hematopoietic cells (neuropilins, *LMO2*, *GATA1 and 2*, *TAL1/SCL *and globins) were up-regulated dramatically in BCs and even in early stage EBs [2,23,26,64].

Our previous study has shown that BCs contain a mixed progenitor population of cells capable of forming hemangioblasts, and hematopoietic and endothelial cells [21]. To assess the heterogeneous populations in BCs, comparisons to publicly available data sets were performed *in silico*. Biologically relevant comparisons allowed us to mask particular genetic signatures within the heterogeneous population, allowing us to identify others, such as myogenic, vasculogenic, and hematopoietic progenitors within BCs. Our level I analysis compared hESCs to their differentiated progeny, providing a kinetic-like relationship of gene expression. When comparing the hESCs to BCs, many of the down-regulated genes were involved in development, cell differentiation, and morphogenesis. The predominant up-regulated genes identified in this level I analysis were those involved in the development of hemangioblasts and primitive erythroblasts. These genes include those encoding the transcription factors *TAL1/SCL, LMO2 *and *GATA1 *and *2*, heme synthesis genes, genes encoding erythroblast membrane proteins, and embryonic and fetal globin genes, but very low levels of adult globin gene, suggesting the yolk sac primitive status of BCs. This observation is consistent with findings obtained from both mouse and zebrafish models, in which hemangioblasts were first developed from primitive streaks and yolk sacs [65,66]. 

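Some members of the red cell gene lists rose from ESCs to BCs. Among 12 erythroid transcription factors, KLF1, NFE2, GFI1B, HEMGN and KLF3 rose at B over 0 and none fell (5 called, and 7 higher and 1 lower when adjusted over the list alone), with a median change of 1.6 on the log2 scale (camera adjusted p = 5.1e-09, and adjusted p = 0.13 with an estimated correlation). KLF1 rose 13.3-fold, NFE2 14.3-fold and GFI1B 13.9-fold (limma adjusted p = 0.022, 0.04 and 0.016). Of 18 heme and iron genes, ALAS2, CPOX, FECH, SLC25A37, ABCB10 and BLVRB rose (6 called, and 9 when adjusted over the list alone), with a median change of 1.06 (camera adjusted p = 1.4e-07, and adjusted p = 0.2 with an estimated correlation). Of 17 red cell membrane genes, SLC4A1, ANK1, EPB42, ERMAP, XK and ICAM4 rose and ADD2, a β-adducin that is also expressed in brain, fell 4.65-fold (6 higher and 1 lower called, and 14 and 1 when adjusted over the list alone). The list had a median change of 1.41 (camera adjusted p = 5.1e-11, and adjusted p = 0.13 with an estimated correlation), and the call of ADD2 was lost with the cell line as a block (B = -0.52, adjusted p = 0.17). Of 14 megakaryocyte and platelet genes, PLEK, a protein kinase C substrate of platelets, rose in this comparison (1 called, and 10 when adjusted over the list alone), with a median change of 1.37 (camera adjusted p = 1.2e-09, and adjusted p = 0.21 with an estimated correlation). The call of PLEK was lost with the block (B = -0.53, adjusted p = 0.17). Pan-hematopoietic, myeloid and lymphoid lists held no called member from ESCs to BCs by limma at B over 0, nor when adjusted over the list alone. Their median changes were 0.52 for 15 pan-hematopoietic genes (camera adjusted p = 0.00016, and adjusted p = 0.13 with an estimated correlation), 0.3 for 19 myeloid genes (0.011, and adjusted p = 0.2 with an estimated correlation) and 0.17 for 24 lymphoid genes (0.015, and adjusted p = 0.58 with an estimated correlation). By line the medians were 0.79 in H1 and 0.57 in H9 for the pan-hematopoietic list, and 0.33 and 0.14 for the myeloid list. The lymphoid list had 0.41 in H1 and -0.09 in H9, so its rise came from H1 alone (-0.05 without BC replicate H1). Without BC replicate H1, which leaves a lone BC array, the medians were 1.71 for megakaryocyte, 0.44 for pan-hematopoietic and 0.2 for myeloid genes. From EBs to BCs, 1 of 26 endothelial genes was called, with a median change of 0.27 (camera adjusted p = 0.023, and adjusted p = 0.5 with an estimated correlation). The call of EMCN in that step was lost with the block (B = -0.58, adjusted p = 0.22). Of these 26 genes, none was called from ESCs to BCs with all 6 arrays and 1 rose when adjusted over the list alone, with a median change of 0.43 (0.33 in H1 and 0.8 in H9, and 0.7 over both after cyclic loess, camera adjusted p = 2.8e-06, and adjusted p = 0.22 with an estimated correlation). Their median was 0.94 without BC replicate H1 and 0.25 without BC replicate H9, each with a lone BC array. The housekeeping genes had medians of -1.52 in H1 and 0.1 in H9 in the same comparison, with no member called with all 6 arrays, and their median over both lines was -0.54, or 0.35 after cyclic loess.

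**Figure D2:**
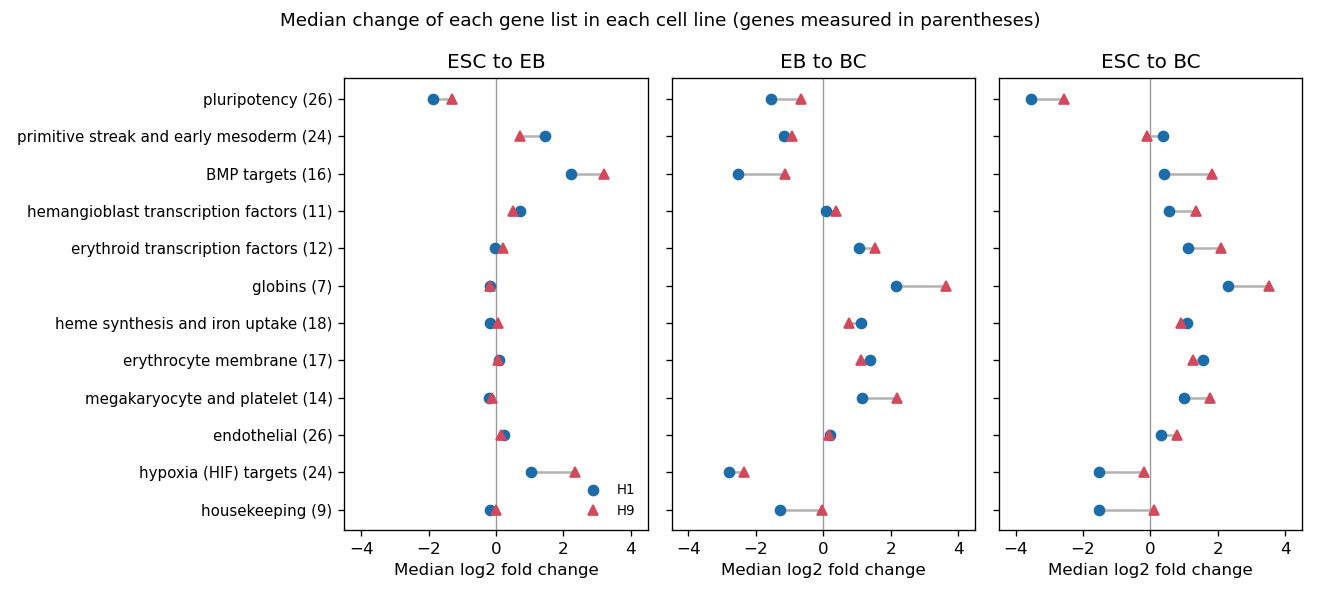
Median log2 fold change (horizontal axis) of 12 gene lists (vertical axis, with the number of genes measured) in the 3 comparisons, with circles for H1 and triangles for H9. The globin, erythroid, heme, membrane and megakaryocyte lists lie above 0 in both lines from EBs to BCs, the pluripotency list lies below 0 in all 3 comparisons, and the housekeeping list lies below 0 in H1 and near 0 in H9 in BCs (above 0 over both lines after cyclic loess).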

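Among 4 probe sets of the adult β-globin gene (HBB), 1 rose from ESCs to BCs, by 4.41-fold (limma adjusted p = 0.033), and the others were not called (10.8-fold, 5.33-fold and 1.5-fold). The first of these was called with an intensity trend in the variances (B = 1.28), quantile normalization (B = 2.82) and cyclic loess (B = 0.16). The second was called with these settings too (B = 0.48, 2.62 and 0.08) and with the cell line as a block (B = 0.27, adjusted p = 0.12). Their log2 changes were 4.33 and 3.04 without BC replicate H1, and 2.53 and 1.79 without BC replicate H9. In the step from EBs, 2 HBB probe sets of the type that shares probes between related genes rose 14.1-fold and 4.7-fold (adjusted p = 0.17 and 0.052), and the one of another type had a change of 0.58 on the log2 scale (adjusted p = 0.54). With the cell line as a block another HBB probe set was called in that comparison (B = 0.34, adjusted p = 0.16). HBBP1, a pseudogene of the β-globin cluster, rose 7.48-fold from ESCs to BCs (adjusted p = 0.12), and 4 of the 7 globin genes with a probe set of their own rose in that comparison (HBZ, HBE1, HBM and HBBP1; 5 when adjusted over the list alone). The list's median change was the same 2.89 as from EBs (camera adjusted p = 1.4e-11, and adjusted p = 0.13 with an estimated correlation). From the rise of the hemangioblast transcription factors, of heme and red cell membrane genes and of the embryonic and fetal globins, with very low levels of the adult globin, the paper proposes that BCs have the primitive status of the yolk sac.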

The results may also represent the fact that BC expansion medium contains several hematopoietic cytokines, which could push the developmental pathway towards the hematopoietic lineage, although BCs harvested at day 6 retain the potential of differentiating into endothelial cells under appropriate conditions [21]. Optimization of BC expansion conditions would, therefore, be valuable to keep these cells bipotential.

When applying this technique of multiple tissue type comparisons, some of the genes that are identified as 'up-regulated' in our tissue of interest could be 'under expressed' in the reference tissue. We controlled for this by filtering for those 'under expressed' genes with a comparison to a genotypically similar but different tissue type. For example, in our level II analysis, we identified those genes that are up-regulated in BCs relative to breast epithelial cells (3,700 genes) and then removed those genes that were up-regulated in hESCs relative to epithelial cells (2,735 genes). This removed 965 genes that could be thought of as being up-regulated in both BCs and hESCs relative to breast epithelium or as genes that are under-expressed in breast epithelium. GO analysis of this data set identified cell cycle genes as the predominant theme. This observation correlates with their biology because the BCs and hESCs are actively dividing cells *in vitro*, while the breast epithelium comprises relatively senescent cells freshly isolated from *in vivo*. Most importantly, we did not identify any tissue specific processes that we would expect to find in BCs.

GO analysis of the genes up-regulated in BCs with respect to epithelial cells after filtering out those that are up-regulated in hESCs relative to breast epithelial cells identified biological themes involved in erythropoiesis, as in the level I analysis (heme and porphyrin biosynthesis), but also the angiogenic components of coagulation, and synapses. This analysis identified genetic signatures representative of not just erythrocytes, as in the above level I analysis, but also the other cellular components of the BC population, such as muscle, cardiac, and hematopoietic cells and hemangioblasts. This *in silico *comparison to a biologically distinct reference tissue and filtering allows one to identify statistically significant genes that might otherwise be missed within a heterogeneous population.

In the level III analysis, biologically relevant comparisons were made *in silico *to adjust for particular cell types represented in the BC population. As in the level II analysis, this analysis also identified genetic signatures of the erythrocytic population in addition to other cellular components of BCs. When BCs were compared to leukocytes *in silico*, we identified a genetic signature representative of vasculogenesis, endothelia, neurons/synapses, hemangioblasts, and erythrocytes, with the relative absence of leukocyte genes. When BCs were compared to endothelia *in silico*, we identified a signature of erythrocytic and developmental genes with the relative absence of the vasculogenic signature. When BCs were compared to stromal cells *in *silico, we identified processes involved in hematopoiesis, synapses, angiogenesis/endothelia, development and more genes involved in cardiomyogenesis. Although EASE analysis for both epithelial and stromal comparisons identified similar heart GO terms, the stromal comparison identified different heart development genes. We believe that the epithelial comparison revealed more of the mesodermal aspect of BCs while the stromal comparison masked the mesodermal components and revealed more cardiomyocytic genes.

It has been shown that murine BL-CFCs are able to differentiate into hematopoietic, endothelial and smooth muscle cells, but failed to give rise to cardiomyocytes [67]. Molecular analyses showed that BL-CFCs expressed genes indicative of the hematopoietic and endothelial lineages, but not cardiomyocytes [26]. Kattman *et al*. [68] recently identified a cardiovascular progenitor with the same phenotype as the BL-CFC progenitor, brachyury+ and Flk-1+ cells from day 4.25 EBs (one day later than the BL-CFC progenitor) derived from mouse ESCs. These studies strongly suggest that BL-CFCs and cardiomyocytes, at least in the mouse ESC system, are derived from two different progenitors. Two other studies demonstrate the existence of multipotential progenitors for cardiomyocytes and muscle cells, but with different surface markers [69,70]. In the present study, several genes restricted to cardiomyocytes or their progenitor were detected with relatively high levels of expression in BCs. This observation suggests that human BCs may posses the potential to differentiate into cardiomyocytes, which will need further investigation. Alternatively, the purified BCs from multiple colonies could contain dissimilar blast clones originated from different differentiation stages, some of which may have the potential to develop into cardiomyocytes, as demonstrated recently by three groups in the mouse ESC system [68-70]. Simultaneous isolation and characterization of functionally distinct colonies and analysis of gene expression in these colonies might serve to determine whether human BCs posses the potential to differentiate into hematopoietic, endothelial and cardiomyocyte lineages.

## Conclusion

The identification and characterization of cell types within a heterogeneous population will be of increasing importance in stem cell research since differentiation protocols require the formation of progenitors through a multi-stage approach. Our previous study has shown that BCs contain a mixed progenitor population of cells capable of forming hemangioblasts, and hematopoietic and endothelial cells [21]. To assess the heterogeneous populations in BCs, comparisons to publicly available data sets were performed *in silico*. Biologically relevant comparisons allowed us to mask particular genetic signatures within the heterogeneous population, allowing us to identify others, such as myogenic, vasculogenic, and hematopoietic progenitors, within BCs. The significance of this microarray study is in its ability to assess and identify cellular populations within a heterogeneous population through biologically relevant *in silico *comparisons of publicly available data sets. In conclusion, multiple *in silico *comparisons were necessary to characterize tissue-specific genetic signatures within a heterogeneous hemangioblast population.

## Materials and methods

### hESC culture and BC growth

Culture of hESCs and growth of BCs were as reported previously [21]. In brief, undifferentiated hESCs (H1, H9) were cultured with inactivated mouse embryonic fibroblast cells in complete hESC media until they reached 80% confluence. Undifferentiated hESCs were dissociated by 0.05% trypsin-0.53 mM EDTA (Invitrogen, Carlsbad, CA, USA) for 2-5 minutes and collected by centrifugation at 1,000 rpm for 5 minutes. To induce hemangioblast precursor (mesoderm) formation, hESCs (2-5 × 10^5 ^cells/ml) were plated on ultra-low dishes (Corning, Corning, NY, USA) in Stemline II media with the addition of BMP4 and VEGF_165 _(50 ng/ml; R&D Systems (Minneapolis, MN, USA)) and cultured in 5% CO_2_. Forty eight hours later, half the media was removed and fresh medium was added with the same final concentrations of BMP4 and VEGF, plus SCF, Tpo and FLT3 ligand (20 ng/ml; R&D Systems), and PTD-HoxB4 (1.5 μg/ml) to expand out BCs and their precursor. After 3.5 days, EBs were collected and dissociated by 0.05% trypsin-0.53 mM EDTA (Invitrogen) for 2-5 minutes, and a single cell suspension was prepared by passing through a 22G needle 3-5 times. To expand BCs, a single cell suspension derived from differentiation of 2-5 × 10^5 ^hESCs were mixed with 2 ml hemangioblast expansion medium plated on ultra-low dishes and incubated at 37°C in 5% CO_2 _for 6 days, and BCs were then collected and subjected to RNA isolation.

### Affymetrix GeneChip analysis

Total RNA was isolated from purified BCs, day 3.5 EBs and undifferentiated ESCs (from two hESC lines, H1 and H9) using the Qiagen (Valencia, CA, USA) RNAeasy kit and amplified as previously described [21]. A total of six microarrays were performed (two biological replicates per time point using different hESC lines). Fragmented antisense cRNA was used for hybridizing with human U133 Plus 2.0 arrays (Affymetrix, Inc. Santa Clara, CA, USA) at the Core Genomic Facility of University of Massachusetts. The validation of differentially expressed genes was confirmed by immunocytochemistry in our previous studies [21] and by semi-quantitative RT-PCR analyses (Figure 1). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (GEO) [71] and are accessible through GEO series accession numbers GSE8884 and GSE9196, in accordance with MIAME standards. The demographics of the publicly available GeneChip data sets are breast-derived epithelial cells (*n *= 7), leukocytes (*n *= 6), prostate-derived endothelial cells (*n *= 5), and prostate-derived stromal cells (*n *= 5). These samples were chosen based on their homogeneity (cells were immunoselected or enriched) and the number of replicates. These data sets were downloaded from the NCBI's GEO and are accessible through accession numbers GSE9086 (breast-derived epithelial cells), GSE9091 (leukocytes), GSE9090 (stromal), and GSE9089 (endothelia).

### Data analysis

Raw CEL files were provided by the Core Genome Facility of the University of Massachusetts and were then analyzed with a software package AffylmGUI (Affymetrix LIMMA, Linear Models for Microarray Data, Graphical User Interfaces) [72,73]. Within AffylmGUI, gene expression values were summarized with RMA. RMA adjusts for background noise, performs a quantile normalization, transforms the data into log base 2, and then summarizes the multiple probes into one intensity [74-76]. Quantification of relative differences in gene expression among the groups of interest was accomplished using AffylmGUI, the sister package of limmaGUI [72,73]. AffylmGUI reads the raw Affymetrix CEL files directly, summarizes the gene expression values using RMA, and then uses LIMMA to identify statistically significant differences in gene expression [77]. LIMMA fits a linear model for every gene (like ANOVA or multiple regression analysis), and adjusts *P *values for multiple testings [77]. Differentially expressed genes were identified with a B statistic >0. The B statistic, also known as a likelihood of odds (LOD) score is a moderated *t*-statistic with posterior residual standard deviations. Subsequent analyses were performed in Microsoft Excel and Microsoft Access.

### EASE

The application Expression Analysis Systematic Explorer (EASE) was used to determine biologically relevant themes in a list of differentially expressed genes. EASE identifies over-represented biological themes in terms of their GO [78]. GO was developed to provide consistent descriptions of genes in terms of biological processes and molecular function. Genes with a B value >0 are incorporated into EASE where each gene is matched to all possible GOs. The results of this analysis are compared to all possible GOs for all genes on the microarray platform and calculates a *P *value, based on a conservative variant of the Fischer's exact probability test. We selected those pathways/processes with *P *< 0.05.

### DAVID

DAVID (Database for Annotation, Visualization and Integrated Discovery) provides tools and statistical methods for uncovering enriched processes and pathways within diverse and disparate gene lists [79]. DAVID also identifies over-represented biological themes in terms of their GO [78] and provides tools to visualize the distribution of genes on BioCarta and KEGG pathway maps.

### GenMapp

GenMapp is designed to visualize gene expression data on maps representing biological pathways and grouping of genes. It consists of hundreds of pre-made pathway maps and is used to identify pathway level changes amongst multiple data sets [80]. In this program, data sets are assigned a color corresponding to cell type and the direction of gene expression changes.

### Ingenuity

Networks were constructed using Ingenuity Pathways Analysis (Ingenuity^® ^Systems, Redwood City, CA, USA). A data set containing gene identifiers of genes with a B > 0 was uploaded into the applications. These genes, called focus genes, were overlaid onto a global molecular network developed from information contained in the Ingenuity Pathway Knowledge Base. Networks of these focus genes were then algorithmically generated based on their connectivity. Each network is a graphical representation of the molecular relationships between genes/gene products. Genes or gene products are represented as nodes, and the biological relationship between two nodes is represented as an edge (line). All edges are supported by at least 1 reference from the literature stored in the Ingenuity Pathways Knowledge Base. The intensity of the node color indicates the degree of expression. Nodes are displayed using various shapes that represent the functional class of the gene product (diamond-enzymes, ovals-transcription factors, triangles-kinase, circles-others). A solid line indicates a direct interaction while a dashed line indicates an indirect interaction. A line without an arrowhead indicates binding and a plus sign indicates that othernetworks contain this gene product.

### RNA isolation and gene expression quantification by semi-quantitative PCR

Total RNA was isolated from hESCs, day 3 EBs and hemangioblasts (BCs) using an RNAeasy Mini Kit (Qiagen) following the procedure recommended by the supplier with DNase I digestion, which eliminates the contamination of genomic DNA. RNA was subjected to first-strand cDNA synthesis with SMART II and CDS primers (Clontech, Mountain View, CA, USA), using Superscript II reverse transcriptase (Invitrogen), and cDNA pools were constructed using the SMART cDNA synthesis kit (Clontech) as described previously [2,81]. Complementary DNA pools generated by the SMART procedure have been shown to preserve the relative abundance relationship of the original mRNA populations [82-84]. The DNA templates in cDNA pools of human ES cells, EBs and hemangioblasts were adjusted to equal amounts based on the relative expression level of the hypoxanthine phosphoribosyltransferase gene (HPRT) and gene expression quantification by semi-quantitative PCR was performed as described previously [2,81]. The sense and anti-sense primer sequences, and the corresponding cDNA PCR product sizes, are shown in Table 7. The conditions for PCR amplification were as described with annealing temperatures and concentrations of MgCl_2 _for each specific gene as shown below. PCR products (10 μl) were separated on 1.5 to 2.0% agarose gel and visualized by ethidium bromide staining. The relative expression levels in cDNA from hESCs, EBs and hemangioblasts were estimated visually.

**Table 7:** Primer sequences

Gene	Primer	Sequence	Annealing Tm (C)	MgCl_2 _conc. (μM)	Product size (bp)
HPRT	Sense Antisense	5'-CTTGCGACCTTGACCATCTTTGGA-3' 5'-GGCGTCGTGATTAGTGATGATGAACC-3'	58	1.5	467
GATA-2	Sense Antisense	5'-TATGTGCCGGCGGCTGCCCACGACTACA-3' 5'-GGCTCTTCTGGCGGCCGACAGTCTT-3'	60	1.5	280
SCL	Sense Antisense	5'-GAAGTGCTCCCCTCTGAAAGTT-3' 5'-GGCTATCTCTCCTCTGACCTCG-3'	58	1.5	319
β-Cluster globin genes	Sense Antisense	5'-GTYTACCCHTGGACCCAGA-3' 5'-GCAGCTTGTCACAGTGCAG-3'	56	2	190
OCT4	Sense Antisense	5'-GAAGGTATTCAGCCAAACGAC-3' 5'-GTTACAGAACCACACTCGGA-3'	55	2	315
Nanog	Sense Antisense	5'-TGCAAATGTCTTCTGCTGAGAT-3' 5'-GTTCAGGATGTTGGAGAGTTC-3'	55	2	285
Rex-1	Sense Antisense	5'-TGACAGGCAAGAAGCTTCCG-3' 5'-GCGTACGCAAATTAAAGTCCAGA-3'	55	2	350

### Direct and indirect comparison of microarray data of differentially expressed genes

The direct analysis (level I) consists of making comparisons between ESCs, EBs, and BCs. Since there are two possible comparisons for each cell type, for example, ESCs relative to EBs or ESCs relative to BCs, fold changes were determined by comparing each to a cell type that did not detect the gene in question. Fold change levels for *Oct-4 *and *Nanog *were determined by comparing ESCs to BCs and EBs to BCs. Fold change levels for *Gata-2 *were determined by comparing EBs to ESs and BCs to ESs. Fold change levels for *SCL/Tal1 *were determined by comparing BCs to ESCs. Fold change levels for γ/ε-globin were determined by comparing BCs to EBs. For the indirect (level II) analysis, fold changes were simply determined by comparing each cell type to breast epithelia. If more than one probe-set was identified as differentially expressed, fold changes were averaged.

## Abbreviations

BC, blast cell; BL-CFC, blast colony forming cell; DAVID, Database for Annotation, Visualization and Integrated Discovery; EASE, Expression Analysis Systematic Explorer; EB, embryoid bodie; ESC, embryonic stem cell; GEO, Gene Expression Omnibus; GO, gene ontology; h, human; RMA, robust multi-chip average.

## Authors' contributions

SJL and QF designed and performed the cell culture, differentiation and RNA isolation. JAH and JDH performed the microarray analysis. This study was conceived by JDH, SJL, and JAH. SJL and JAH wrote the manuscript with input from JDH, RL and AA.

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 is a figure showing a GenMAPP generated embryonic stem cell pathway that corresponds to genes enriched in ESCs (green), EBs (orange) and BCs (red) with epithelial cells as a baseline. Additional data file 2 is a figure showing a predominant Ingenuity generated network that was identified in all four data sets of the level III analysis. *GATA1 *interacts with other nuclear genes such as *TAL1*, *LMO2*, and *KLF1*, which induceeythropoetic genes such as the hemoglobin family (*HBG1*, *HBG2*, *HBE*, *HBB*, *and HBZ*), and those involved in heme synthesis (*ALAS2*). Additional data files 3, 4, 5, 6, 7, 8, 9, 10, 11, 12, 13, 14 are tables listing genes that were up-regulated in ESCs, EBs, or BCs relative to each other or a specific reference tissue. Additional data file 3 contains a list of genes that are down-regulated upon differentiation of ESCs into EBs. Additional data file 4 contains a list of genes that are down-regulated upon differentiation of ESCs into BCs. Additional data file 5 contains a list of genes that are up-regulated upon differentiation of ESCs into EBs. Additional data file 6 contains a list of genes that are down-regulated upon differentiation of EBs into BCs. Additional data file 7 contains a list of genes that are up-regulated upon differentiation of EBs into BCs. Additional data file 8 contains a list of genes that are up-regulated upon differentiation of ESCs into BCs. Additional data file 9 contains a list of genes that are up-regulated in ESCs when compared to breast epithelia. Additional data file 10 contains a list of genes that are up-regulated in EBs when compared to breast epithelia. Additional data file 11 contains a list of genes that are up-regulated in BCs when compared to breast epithelia. Additional data file 12 contains a list of genes that are up-regulated in BCs when compared to leukocytes. Additional data file 13 contains a list of genes that are up-regulated in BCs when compared to endothelial cells. Additional data file 14 contains a list of genes that are up-regulated in BCs when compared to stromal cells. Additional data files 15, 16, 17, 18, 19, 20 are six CEL files of data from human U133 Plus 2.0 arrays (Affymetrix, Inc.) hybridized to RNA from purified BCs, day 3.5 EBs and undifferentiated ESCs (from two hESC lines, H1 and H9). Additional data file 15 contains a CEL file of undifferentiated ESCs, H1-GFP labeled. Additional data file 16 contains a CEL file of day3.5 EBs-H1 and additional datal file 17 contains a CEL file of BC derived from H1. Additional data file 18 contains a CEL file from undifferentiated ESCs, H9. Additional data file 19 contains a CEL file from day3.5 EBs-H9. Additional data file 20 contains a CEL file of BC derived from H9.

## Supplementary Material

Additional data file 1 GenMAPP generated embryonic stem cell pathway that corresponds to genes enriched in ESs (green), EBs (orange) and BCs (red) with epithelial cells as a baseline. Click here for file

Additional data file 2 *GATA1 *interacts with other nuclear genes such as *TAL1*, *LMO2*, and *KLF1*, which induceeythropoetic genes such as the hemoglobin family (*HBG1*, *HBG2*, *HBE*, *HBB*, and *HBZ*), and those involved in heme synthesis (*ALAS2*). Click here for file

Additional data file 3 Genes that are down-regulated upon differentiation of ESCs into EBs. Click here for file

Additional data file 4 Genes that are down-regulated upon differentiation of ESCs into BCs. Click here for file

Additional data file 5 Genes that are up-regulated upon differentiation of ESCs into EBs. Click here for file

Additional data file 6 Genes that are down-regulated upon differentiation of EBs into BCs. Click here for file

Additional data file 7 Genes that are up-regulated upon differentiation of EBs into BCs. Click here for file

Additional data file 8 Genes that are up-regulated upon differentiation of ESCs into BCs. Click here for file

Additional data file 9 Genes that are up-regulated in ESCs when compared to breast epithelia. Click here for file

Additional data file 10 Genes that are up-regulated in EBs when compared to breast epithelia. Click here for file

Additional data file 11 Genes that are up-regulated in BCs when compared to breast epithelia. Click here for file

Additional data file 12 Genes that are up-regulated in BCs when compared to leukocytes. Click here for file

Additional data file 13 Genes that are up-regulated in BCs when compared to endothelial cells. Click here for file

Additional data file 14 Genes that are up-regulated in BCs when compared to stromal cells. Click here for file

Additional data file 15 CEL file of undifferentiated ESCs, embryonic stem cell line H1-GFP, that were hybridized to human U133 Plus 2.0 arrays (Affymetrix, Inc.) Click here for file

Additional data file 16 CEL file of day 3.5 EBs, derived from H1, that were hybridized to human U133 Plus 2.0 arrays (Affymetrix, Inc.) Click here for file

Additional data file 17 CEL file of BCs, derived from H1, that were hybridized to human U133 Plus 2.0 arrays (Affymetrix, Inc.). Click here for file

Additional data file 18 CEL file of undifferentiated ESCs from embryonic stem cell line H9, that were hybridized to human U133 Plus 2.0 arrays (Affymetrix, Inc.). Click here for file

Additional data file 19 CEL file of day 3.5 EBs, derived from H9, that were hybridized to human U133 Plus 2.0 arrays (Affymetrix, Inc.). Click here for file

Additional data file 20 CEL file of BCs, derived from H1, that were hybridized to human U133 Plus 2.0 arrays (Affymetrix, Inc.). Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

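Gene expression was measured on HG-U133 Plus 2.0 arrays in the hESC lines H1 and H9 at 3 stages, undifferentiated ESCs, EBs at day 3.5 and BCs at day 9.5, with 1 array per line and stage (6 arrays). The authors deposited a table of log2 values for 54675 probe sets, made from the CEL files with RMA (background correction, quantile normalization over probes, summary per probe set) without a filter. These values were used as they stand.

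Probe sets were named from the platform's annotation: 41098 carry 1 gene symbol, 1800 several and 11777 none, and 62 are controls. Older symbols were replaced by current ones where they are not current symbols of another gene. For gene lists, each of 19775 genes was represented by its probe set with the highest mean, preferring those not ending in _x_at. The arrays had medians of 4.34 to 4.56 and highest values of 13.94 to 14.16.

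Each comparison used limma 3.58.1 in R 4.3.3, with 1 mean per stage over all 6 arrays, moderated variances with default settings (3 residual and 2.71 prior degrees of freedom) and 2-sided tests. A probe set was called at B over 0, the study's threshold, and Benjamini-Hochberg adjusted p-values are given beside it. They measure the spread between these samples. With 2 arrays against 2, the smallest two-sided p of an exact permutation test is 0.333, so no such test was used. Pairing the stages by cell line was run as an alternative with the line as a block, and the correlations of the deviations of the lines between stages were 0.2001 for ESCs and EBs, -0.1408 for ESCs and BCs and 0.1613 for EBs and BCs.

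Lists of marker genes (27 lists, 520 members, 467 with a probe set of their own) were fixed before the data were examined (the metallothionein list was picked from the study's own tables of these comparisons), as were the comparisons, the tests and the alternatives, apart from those named here as chosen later. The lists are not blind to the study, whose text and tables come from the same arrays. Several hold genes that the paper names as changed, among them pluripotency (GAL, LEFTY1, NODAL) and early mesoderm (HAND1, WNT5A, BMP4). The camera p-values of such lists are not independent evidence of direction. Each list was tested with camera at a preset correlation of 0.01 between genes and, as an alternative, with an estimated correlation. The lowest adjusted p of that alternative was 0.13, even for globins from EBs to BCs, whose estimated correlation was -0.1. The alternative therefore cannot show how much of a shift comes from correlation between genes. The adjustment ran over 81 tests, and a second count adjusted p-values over the members of the list alone. POU5F1 has no probe set of its own, so OCT4 is not part of the pluripotency list's test. Some genes that the study names are not reported here. Expected numbers of shared probe sets assume independent lists.

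Genes were named by a rule: the 10 with the largest change per comparison and direction among called probe sets that name 1 gene and change alike in both lines, the genes that the study's text, Figure 1 and Table 1 name in these comparisons, and up to 4 called members per list. The study's own tables had been read when the rule was written, so their values count as seen. Further list members and GPC4 were named after their values were seen.

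On simulated data with 50 to 100 changed probe sets per fold and comparison, 64% to 74% of 4-fold changes and 94% to 96% of 16-fold changes were called, 2-fold changes in 4% to 10%, with 38 to 40 false calls among 54675 probe sets. Alternatives were the line as a block, only the 4 arrays compared, a filter that keeps the 27337 brighter probe sets, an intensity trend with robust variances, quantile normalization, cyclic loess, an adjusted p under 0.05, genes in place of probe sets, the mean over a gene's probe sets, and each array left out in turn. Quantile normalization and cyclic loess for the gene lists were chosen after seeing the data. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The comparisons with arrays of other series were not analysed here.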

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

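The tests of labelled RNA, of remaining earlier cells, of the H9 fall of hypoxia targets and of shared globin signal were chosen after the result was seen, as was the condition that a list's median and its test point the same way.

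In 7 cases the changes of a gene in H1 and in H9 had opposite signs and at least 0.5 in size on the log2 scale, and these differences between the lines were not tested. Between ESCs and BCs they were GREM1 (-1.27 in H1 and 0.53 in H9), ITGB1 (-1.01 and 0.99), KDR (-0.53 and 1.58) and NRP1 (-0.54 and 1.4). Between ESCs and EBs they were NTS (1.88 and -0.6) and SALL4 (0.63 and -0.56), and from EBs to BCs ADD2 (0.52 and -0.84).

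Lists of genes that the paper does not discuss for these comparisons showed a shift of the list, by camera at the preset correlation. Their median log2 changes were 1.64 from ESCs to EBs and -2.55 from EBs to BCs for hypoxia (HIF) targets, -1.09 from EBs to BCs for cholesterol synthesis (-0.74 after quantile normalization and -0.56 after cyclic loess), -1.46 from ESCs to EBs and -2.77 from ESCs to BCs for metallothioneins (picked from the study's tables, so that this shift is not independent evidence), 1.51 from EBs to BCs and 1.37 from ESCs to BCs for megakaryocyte and platelet genes, and -1.29 from ESCs to BCs for cell cycle genes (-1.63 in H1 and -0.51 in H9, and over both -0.66 after quantile normalization and -0.47 after cyclic loess). None of these passed an adjusted p of 0.05 with an estimated correlation.

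The H1 BC array had a narrower spread of values than the other 5, termed its narrow range here. Among 54106 uncalled probe sets, the brightest 25% had a median EB to BC change of -0.69 in H1 and -0.08 in H9, and the dimmest 25% 0.22 and 0.01. Remaining earlier cells are argued against as the whole cause of the extra fall in H1. A small share of them beside another cause stays open. The test took a share of 34.2% of cells without these bright transcripts. Such a share would hold transcripts of the earlier stages no lower than -1.55 from their ESC or EB level. The test used 11 probe sets that are abundant in H1 ESCs and EBs and low in H9 BCs. On the H1 BC array they lay below their H1 ESC and EB levels by a median of -3.7 (upper quartile -3.26, highest -2.4). Even the highest was thus below the -1.55 that such a share needs. H1 ESCs and EBs also hold the bright transcripts alike (median ESC to EB change -0.04), so earlier cells would not lower these transcripts by lacking them. Earlier tests did not decide. The change of the 26 pluripotency genes into BCs in H1 minus that in H9 had a median of -0.69 (standard error 0.49). Relative to the level of the genes it was 0.04 (standard error 0.5). The bright uncalled probe sets lay below both H1 levels by a median of -0.47 (65.1% of them) with an upper quartile of 0.33. Hybridization controls, added in fixed amounts, were brighter on the H1 than on the H9 BC array by 1.01 (SD 0.57 over 18 controls), as less labelled RNA would give, but they were also brighter on the H1 EB array by 0.66 and on the H9 ESC array by 0.95 (SD 0.12) without a narrow range, so this cannot be told apart from ordinary differences between arrays. A biological difference between H1 and H9 BCs was not tested.

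Of 24 hypoxia targets, 2 were called as higher from ESCs to EBs and 5 as lower from EBs to BCs (0 to 5 and 0 to 10 with single arrays left out, with the lows without either ESC replicate and without EB replicate H9), and the list's adjusted p was 0.2 with an estimated correlation in both steps. The narrow H1 range is argued against as the whole cause, as the H9 median from EBs to BCs was -2.36. A fall of all genes of that level is argued against too, since random lists matched on mean level had a 2.5th percentile of -0.37 in H9 and 0 of 10000 were as low. A lower supply of oxygen inside EBs than around BCs is a candidate explanation that was not tested, and culture day and medium differ with stage.

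The rise of β-globin (HBB) probe sets into BCs could come from other globin transcripts that share their probes. The HBB probe set that is not of the shared kind had a change of 0.58 from EBs to BCs, which cannot be told apart from a weak probe set, so this stays open.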

How the results depend on the processing

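No called result changed direction under these alternatives. Medians of some lists changed sign with the scaling: after cyclic loess, the housekeeping list went from -0.54 to 0.44 (EBs to BCs) and 0.35 (ESCs to BCs), and from EBs to BCs the fibroblast list from -0.25 to 0.11, the immediate early list from -0.05 to 0.49, the HOX list from -0.04 to 0.06 and the neural list from 0.06 to -0.05. Leaving out 1 array leaves a lone sample in a stage, which is assumed to vary like the others, and the cause was not tested except where fewer genes or samples are part of the alternative. In the order of 87 down and 126 up from ESCs to EBs, 184 and 81 from EBs to BCs, and 266 and 108 from ESCs to BCs, an adjusted p under 0.05 gave 3, 7, 22, 23, 93 and 47, and genes in place of probe sets 36, 58, 89, 27, 115 and 38. With only the 4 arrays compared, the first 4 counts were 156, 340, 107 and 41. The filter on dim probe sets gave 56 and 119 down from ESCs to EBs and from EBs to BCs, and the intensity trend 212 up from ESCs to EBs. Leaving out single arrays gave ranges of 0 to 156, 0 to 340, 58 to 1538, 23 to 350, 104 to 1599 and 34 to 515, with the lows without ESC replicate H1 (EB replicate H9 for EBs to BCs) and the highs without a BC replicate. The 10 probe sets down in both stages were 5 with the 4 arrays or the dim filter, 1 by adjusted p, 3 by genes and 0 to 27 with arrays left out. The 63 up and then down were 32, 34, 5, 25 and 0 to 168.

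With the cell line as a block, the counts were 76, 161, 204, 74, 266 and 108, of which 65, 93, 131, 64, 200 and 88 were shared. Apart from the calls given beside the genes above and those of further named genes, 320 gene results kept their side of the threshold with the block. Called results of named genes (157) were 68 to 146 with arrays left out. Called list members changed with arrays left out as well, for example from 5 to between 2 and 7 erythroid transcription factors, from 6 to between 1 and 8 heme and iron genes and from 6 to between 0 and 8 higher membrane genes from ESCs to BCs. Of 81 list tests, 56 passed an adjusted p of 0.05, against 0 with an estimated correlation, 57 with the block, 49 to 55 with arrays left out, 48 after quantile normalization and 47 after cyclic loess. With an estimated correlation, lists failed even where the estimate was negative. Examples are globins from EBs to BCs (-0.1) and pan-hematopoietic genes from ESCs to BCs (-0.04), both at a camera adjusted p = 0.13. That loss of all lists can thus not be put down to correlation alone. The correlation of H1 and H9 changes across probe sets was 0.538, 0.408 and 0.356, and 0.582, 0.437 and 0.407 without dim probe sets (0.39 from EBs to BCs after quantile normalization). Signal over background limits the dim probe sets, where and changes of 2-fold were called in few simulated cases.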

Differences from the paper's values

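For the lowest fold among KLF1, TAL1, GATA1 and TFRC from EBs to BCs, the paper's value is 6.2, and the value here is 3.66, that of TFRC. The study's own table also lists 3.66 for CD71. Values are counted as different where one is more than 1.5 times the other. By that limit they differ no longer after cyclic loess (6.27) and quantile normalization (5.07), and lie just inside it, though still lower than the paper's value, without EB replicate H9 (4.25) and without BC replicate H9 (4.27). They differ with the cell line as a block, the 4 arrays compared, the dim filter, the intensity trend and without either ESC replicate (3.66), without EB replicate H1 (3.16) and without BC replicate H1 (3.14).

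From EBs to BCs, the study's own table lists the same largest folds as here, 887 for γ-globin and 549 for ε-globin. For the mean fold of γ- and ε-globin from EBs to BCs, the paper shows about 400 in Fig. 1b, read by eye, and the value here is 662 (SD of the lines 91.7). They differ under every alternative set before the data were examined, among them quantile normalization (620), cyclic loess (939) and each array left out (628 to 703), but the BC values lie near the highest values of the arrays and the EB values near their medians, so both ends limit this fold.

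The paper states that NODAL and THY1 fall in both stages along with OCT4 and GAL. OCT4 and GAL (2 of the 4) fall in both here, while from EBs to BCs the changes were -0.24, 0.18 and 0.57 for NODAL and -0.3, -0.06 and -0.53 for THY1, which no setting calls. It lists AFP among the genes that rise from EBs to BCs, and AFP was 31.6-fold higher here without being called (B = -0.03), though called with the dim filter (B = 0.49), the intensity trend (1.84), quantile normalization (2.04), cyclic loess (0.7), the mean over probe sets (0.1) and without BC replicate H1 (4.0) or H9 (2.14). It states that neuropilins are higher in EBs and BCs. It lists them in EBs against breast epithelium and in BCs against leukocytes and stromal cells, arrays that were not analysed here. The changes given here are against ESCs, which is another baseline. On the representative probe sets the changes were 2.38 for NRP1 and 1.7 for NRP2 from ESCs to EBs, and 0.43 for both from ESCs to BCs, none of them called. From ESCs to EBs, NRP2 was called with only the 4 arrays compared and without either BC replicate (B = 0.84), with cyclic loess (B = 0.54) and, on another probe set, with the cell line as a block (B = 0.58). Another NRP1 probe set was called with the 4 arrays and without either BC replicate (B = 2.74). From ESCs to BCs the change of that probe set was 3.51 without BC replicate H1, which leaves a lone BC array. It also states that NANOG is lower in EBs as well as BCs. NANOG fell from ESCs to BCs here, while from ESCs to EBs its probe sets had changes of -1.12 and -0.59, which no setting calls. The paper also examined NANOG by RT-PCR, which was not analysed here.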

Other observations

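Hypoxia (HIF) targets held 2 called members from ESCs to EBs, ANKRD37 (17.7-fold) and MXI1 (16.2-fold), and 10 when adjusted over the list alone (24 measured, camera adjusted p = 9.5e-17, and adjusted p = 0.2 with an estimated correlation). WSB1 also rose, 16.0-fold, on a probe set that does not represent it in the list (limma adjusted p = 0.045, B = 3.25). In the step to BCs, VEGFA, BNIP3 (8.84-fold), ANKRD37, MXI1 and WSB1 fell (5 called, and 20 when adjusted over the list alone, camera adjusted p = 2.3e-16, and adjusted p = 0.2 with an estimated correlation), with the call of ANKRD37 lost with the block (B = -0.03, adjusted p = 0.19). Between ESCs and BCs the median was -0.61 (-1.52 in H1, -0.18 in H9, and -0.24 over both after cyclic loess). No member was called with all 6 arrays (camera adjusted p = 0.023, and adjusted p = 0.62 with an estimated correlation). Without BC replicate H9, which leaves a lone BC array, the median was -1.44.

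Of 17 cholesterol synthesis genes, HMGCS1 (3.78-fold) and STARD4 (3.41-fold) fell from EBs to BCs (2 called, and 7 when adjusted over the list alone, camera adjusted p = 1.2e-06, and adjusted p = 0.18 with an estimated correlation). The cholesterol list's median of -1.09 was -0.57 without BC replicate H1 and -1.43 without BC replicate H9. Of 14 megakaryocyte and platelet genes, PLEK rose 2.62-fold from EBs to BCs (1 called, and 12 when adjusted over the list alone, camera adjusted p = 3.7e-11, and adjusted p = 0.2 with an estimated correlation), a call that was lost with the cell line as a block (B = -0.45, adjusted p = 0.21). In that step the list's median was 1.15 in H1 and 2.18 in H9. It was 2.16 without BC replicate H1 and 1.13 without BC replicate H9. The cell cycle list held no called member from ESCs to BCs by limma (9 lower without BC replicate H9) and 6 lower when adjusted over the list alone (camera adjusted p = 5.5e-07, and adjusted p = 0.42 with an estimated correlation), and its median of -1.29 was -0.66 after quantile normalization and -0.47 after cyclic loess. Metallothioneins held no called member from ESCs to EBs and 4 lower when adjusted over the list alone (camera adjusted p = 4.7e-06, and adjusted p = 0.2 with an estimated correlation).

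Among lists of other tissues, 17 fibroblast and stromal matrix genes had a median of 1.8 from ESCs to EBs (none called, 3 higher when adjusted over the list alone, camera adjusted p = 5.1e-08, and adjusted p = 0.36 with an estimated correlation), and from EBs to BCs -1.33 in H1 and 0.34 in H9. From ESCs to BCs that list had a median of 1.13, 0.49 in H1 and 2.81 in H9, and 1.8 over both after cyclic loess. There it held no called member and 3 higher when adjusted over the list alone (camera adjusted p = 0.00028, and adjusted p = 0.5 with an estimated correlation). That fibroblast median was 2.97 without BC replicate H1 and 0.15 without BC replicate H9. Trophoblast genes TFAP2A (14.5-fold) and GABRP (6.39-fold) rose from ESCs to EBs and fell, with TFAP2C, from EBs to BCs (2 of 12 called with camera adjusted p = 0.023, and adjusted p = 0.22 with an estimated correlation, and then 3 with camera adjusted p = 0.32). The neural genes GAP43, OTX2 and ZIC2 fell from ESCs to BCs (3 of 22 called, camera adjusted p = 0.045, and adjusted p = 0.42 with an estimated correlation), while the median of that list was 0.14 (0.14 in H1 and -0.36 in H9). The ESC to BC medians were 0.37 for 28 coagulation genes (PLAU fell 2.97-fold, camera adjusted p = 0.00038, and adjusted p = 0.13 with an estimated correlation), 0.59 for 14 visceral endoderm and yolk sac genes (none called, 0.00049, and adjusted p = 0.34 with an estimated correlation), 0.28 for 25 cardiac genes (MYL4 called, 0.043, and adjusted p = 0.53 with an estimated correlation), 0.51 for 16 immediate early and stress genes (GADD45A called, but not with the block, where B = -0.75 and adjusted p = 0.18, camera 0.015, and adjusted p = 0.46 with an estimated correlation) and -0.43 for 14 smooth muscle genes (none called, -1.29 in H1 and -0.09 in H9, camera adjusted p = 0.73). The cardiac median was 0.4 in H1 and 0.02 in H9, and the immediate early one 0.29 and 0.73. Dim uncalled probe sets had a median change of 0.22 in H1 and -0.02 in H9. Whether the cardiac rise in H1 goes beyond that shift was not tested. By line, coagulation had 0.46 in H1 and 0.25 in H9, and visceral endoderm 0.58 and 0.61. Without BC replicate H1, which leaves a lone BC array, the medians in this comparison were 0.34 for coagulation, 0.74 for visceral endoderm and 0.24 for cardiac genes. The smooth muscle median was -1.11 without BC replicate H9. From ESCs to EBs, 2 fibroblast genes were called without either BC replicate.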
